# Quantitative Genomics of Aggressive Behavior in Drosophila melanogaster

**DOI:** 10.1371/journal.pgen.0020154

**Published:** 2006-09-15

**Authors:** Alexis C Edwards, Stephanie M Rollmann, Theodore J Morgan, Trudy F. C Mackay

## Abstract

Aggressive behavior is important for animal survival and reproduction, and excessive aggression is an enormous social and economic burden for human society. Although the role of biogenic amines in modulating aggressive behavior is well characterized, other genetic mechanisms affecting this complex behavior remain elusive. Here, we developed an assay to rapidly quantify aggressive behavior in *Drosophila melanogaster,* and generated replicate selection lines with divergent levels of aggression. The realized heritability of aggressive behavior was approximately 0.10, and the phenotypic response to selection specifically affected aggression. We used whole-genome expression analysis to identify 1,539 probe sets with different expression levels between the selection lines when pooled across replicates, at a false discovery rate of 0.001. We quantified the aggressive behavior of 19 mutations in candidate genes that were generated in a common co-isogenic background, and identified 15 novel genes affecting aggressive behavior. Expression profiling of genetically divergent lines is an effective strategy for identifying genes affecting complex traits.

## Synopsis

Aggressive behavior is a complex trait affected by numerous interacting genes whose expression depends on the environment. Aggression can be selectively advantageous in the pursuit of mates, territory, or food; however, excessive aggression may be deleterious. Pathological levels of aggression in humans create an enormous burden to society. Although dysfunction of the biogenic amine systems is often associated with alterations in aggressive behavior, this represents only the “tip of the iceberg” of the complex genetic architecture of aggressive behavior. The fruit fly Drosophila melanogaster is an excellent model genetic system for exploring the genetic basis of aggressive behavior. The authors have developed a rapid assay to quantify *Drosophila* aggression, and have used it to select genetically divergent replicate lines for increased and decreased behavior from a genetically heterogeneous base population. They used whole-genome expression profiling to identify variation in gene expression among these lines, and identified 1,539 transcripts that differed between the selection lines, illustrating the complex genomic basis of aggressive behavior. The authors evaluated aggressive behavior of flies with mutations in 19 genes that were implicated by the analysis of differential transcript abundance, and identified 15 novel candidate genes affecting this complex trait, eight of which have human orthologs.

## Introduction

Animal aggression is a near-universal survival trait. Aggressive behavior is important for acquisition and defense of food, mates, and progeny; predator avoidance and defense; and, in some animals, the establishment and maintenance of stable social hierarchies. Understanding the genetic, neurobiological, and environmental bases of aggressive behavior is of great importance to human health and society, as this could lead to more effective treatments for the increased levels of aggression observed among patients suffering from many behavioral disorders. Aggressive behavior is a complex, quantitative trait, with population variation attributable to multiple interacting loci with individually small effects, whose expression is contingent on the social and physical environment.

Other than the well-characterized role of biogenic amines in modulating aggressive behavior, little is known of the genetic architecture of this complex trait. In vertebrates, low levels of serotonin (5-hydroxytryptophan [5-HT]) and its metabolites (5-hydroxyindoleacetic acid [5-HIAA]) are associated with increased levels of aggression and impulsivity [1]. Male mice in which the 5-HT_1B_ receptor gene has been ablated are more aggressive than wild type [2]; and mice with a non-functioning 5-HT_1A_ receptor gene are more anxious and less reactive than wild type [3]. These effects are mimicked by pharmacological treatments: increasing levels of 5-HT using 5-HT precursors, 5-HT reuptake inhibitors, and 5-HT_1A_ and 5-HT_1B_ receptor agonists decrease aggressive behavior in rodents [4–8]. Polymorphisms in tryptophan hydroxylase, the rate-limiting enzyme in 5-HT synthesis, affect aggressive disposition in humans [9,10]. 5-HT also mediates aggressive behavior in lobsters and crayfish, but the effects of the serotonergic system in invertebrates are opposite to vertebrates. Crustaceans injected with 5-HT exhibit increased aggression and are less likely to retreat from an aggressive encounter, whereas high levels of octopamine, the invertebrate counterpart of noradrenaline, are associated with subordinate status [11–14].

Monoamine oxidase A (MAOA) oxidizes and degrades 5-HT and dopamine. Inhibition of MAOA activity in mice leads to decreased aggression [15], consistent with increased levels of 5-HT. An allele of MAOA that leads to reduced enzyme activity has been associated with an increase in violent behavior in humans, but only if the individual was abused as a child [16]. In contrast, MAOA deficiency in humans [17] and mice [18] leads to increased aggression, despite the resulting increase in 5-HT levels. Other neurotransmitters and neuromodulators associated with aggressive behavior include nitric oxide (NO) [19,20]; dopamine [21], γ-aminobutyric acid [22], and androgens and estrogens [1].

The role of bioamines is an important focus for studies on aggression, but our current knowledge represents only “the tip of the iceberg” of the complex genetic architecture that subserves aggressive behavior. Hints of this underlying complexity come from studies showing that mice with null mutations in the neural cell adhesion molecule [23], interleukin 6 [24], and the *Nr2e1* nuclear receptor gene [25] are all more aggressive than wild-type litter mates. Further understanding of the genetic basis of aggressive behavior will be greatly facilitated by studies in a genetic model system, such as Drosophila melanogaster. The *Drosophila* biogenic amines have been well characterized [26], and homologous mechanisms may operate in flies and vertebrates, including humans. *Drosophila* males exhibit aggressive behaviors in defense of territory and females [27–31]. Female territorial aggressive behavior has also been quantified [32]. There is substantial naturally occurring genetic variation for levels of aggression, as demonstrated by divergence in behavior among geographical populations [33] and rapid response to artificial selection for increased aggression [34–36]. However, surprisingly little is known about the genes regulating aggressive behavior in *Drosophila,* and none of the loci contributing to naturally occurring variation in aggression have been mapped. However, a handful of genes have mutational effects on aggressive behavior. Mutations in *fruitless* and *dissatisfaction,* two genes involved in the sex determination hierarchy, are associated with increased levels of inter-male aggression [30]. In addition, β-alanine, which can be conjugated to bioamine neurotransmitters, has also been implicated in *Drosophila* aggression. *ebony* mutants have elevated levels of β-alanine and are more aggressive than wild type, whereas *black* mutants have reduced levels of β-alanine and are less aggressive than wild type [28,37]. The neurotransmitters octopamine and dopamine also modulate aggressive behavior in *Drosophila* [37], although the role of serotonin has not been documented.

A major impediment for using *Drosophila* to study the genetic networks underpinning aggressive behavior, and variation in aggressive behavior, has been the lack of a high-throughput assay to quantify this behavior. Most previous studies confounded territorial behavior with mating behavior, and relied on analysis of long-term video recordings to quantify aggressive encounters [31,32]. We developed a rapid and highly reproducible assay to quantify aggressive behavior, and used it to generate replicate lines selected for divergent levels of aggression. We used whole-genome expression analysis to identify candidate genes with different expression levels among the selection lines, an approach that has been fruitful in identifying candidate genes for other behavioral traits [38–40]. Subsequent functional tests of aggressive behavior in lines containing mutations in these candidate genes revealed several novel genes affecting aggressive behavior in *Drosophila*.

## Results

### Direct Phenotypic Response to Selection for Aggressive Behavior

We developed an assay to rapidly measure aggressive behavior of individual *Drosophila*. Briefly, we deprived animals of food for a short period, and then allowed them to compete for and defend a limited food resource. We quantified the aggressive behavior of the focal individual as the total number of aggressive encounters [31] in a 2-min period. We derived a heterogeneous base population from isofemale lines derived from a single natural population, and used artificial selection to create genetically divergent replicate lines with high (H) and low (L) levels of male aggression (Figure 1A). From generation 25–28, the H and L replicate lines diverged by 4.1 aggressive encounters in a 2-min interval, or 3.3 phenotypic standard deviation units.

**Figure 1:**
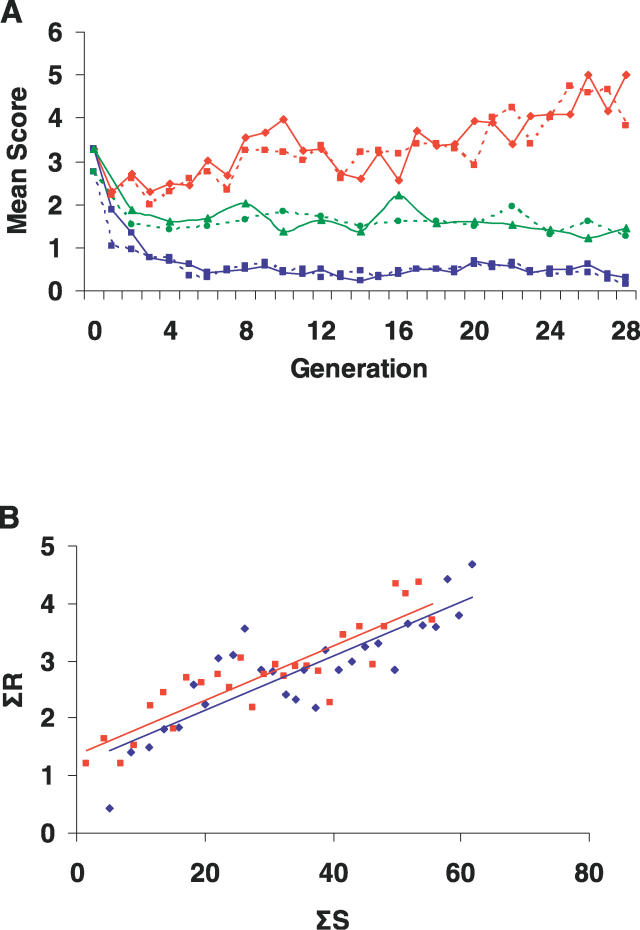
Phenotypic Response to Selection for Aggressive Behavior (A) Mean aggression score of selection lines. Squares () indicate L lines; triangles (▴) indicate C lines; diamonds (♦) indicate H lines; solid lines indicate Replicate 1; and dashed lines indicate Replicate 2. (B) Regressions of cumulative response on cumulative selection differential for divergence between high and low selection lines. Diamonds (♦) and blue line indicate Replicate 1; squares () and red line indicate Replicate 2.

We estimated realized heritability (*h* ^2^ ± standard error [SE] of the regression coefficient) of aggressive behavior from the regressions of cumulated response on cumulated selection differential [41]. Heritability estimates from the divergence between H and L lines over 28 generations were *h* ^2^ = 0.094 ± 0.0057 (*p* < 0.0001) for Replicate 1 and *h* ^2^ = 0.095 ± 0.0048 (*p* < 0.0001) for Replicate 2 (Figure 1B). The selection response was symmetrical. Estimates of realized heritability were *h^2^ =* 0.098 ± 0.0070 (*p* < 0.0001) and *h^2^ =* 0.107 ± 0.0061 (*p* < 0.0001) for H Replicates 1 and 2, respectively; and *h^2^ =* 0.092 ± 0.0458 (*p* = 0.0018) and *h^2^ =* 0.058 ± 0.0074 (*p* = 0.0006) for L Replicates 1 and 2, respectively. There was little inbreeding depression for aggressive behavior: the regression of aggressive behavior in the control (C) lines over 28 generations was *b* = −0.017 ± 0.0097 (*p* = 0.10) and *b* = −0.033 ± 0.0125 (*p* = 0.02) for C1 and C2, respectively.

### Correlated Phenotypic Response to Selection for Aggressive Behavior

*Drosophila* females are typically less aggressive than males [32]. We assessed whether female aggressive behavior changed as a correlated response to selection for divergence in male aggression. Here we used a multiple-fly assay for aggression for three consecutive generations. As expected, there was a significant difference in male aggressive behavior between the selection lines when assessed using this assay (*F*_2,3_ = 19.16, *p* = 0.02, Figure 2A). There was a marginally significant correlated response in female aggressive behavior when females were deprived of food for 90 min (*F*_2,3_ = 11.21, *p* = 0.0405, Figure 2B). However, the correlated response in female aggression was more pronounced after a 2-h deprivation period (*F*_2,3_ = 52.81, *p* = 0.0046, Figure 2C), although the selection group by time interaction term was not significant (*F*_2,3_ = 1.01, *p* = 0.46).

**Figure 2:**
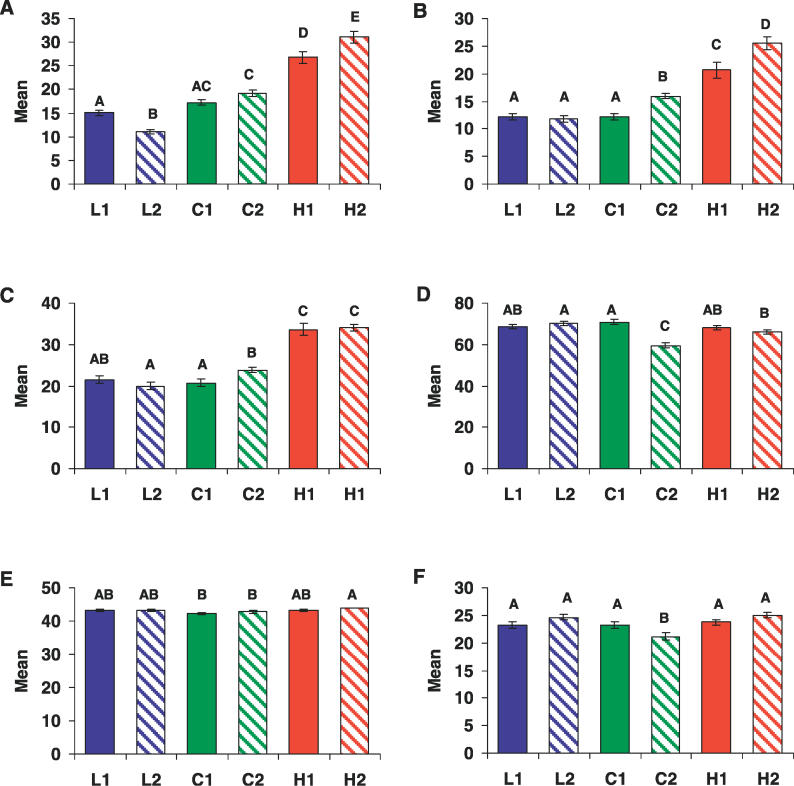
Correlated Phenotypic Responses to Selection All scores are pooled across three successive generations. Lines with the same letter are not significantly different from one another at *p* < 0.05. (A) Male aggression in eight-fly assay. (B) Female aggression in eight-fly assay, after a 90-min food deprivation period. (C) Female aggression in eight-fly assay, after a 120-min food deprivation period. (D) Starvation stress resistance. (E) Locomotor reactivity. (F) Climbing behavior.

Since we assessed aggressive behavior after a period of starvation, it was important to determine whether the differences in aggressive behavior between the selection lines were not a reflection of underlying differences in sensitivity to starvation stress. There were no significant differences in starvation resistance among the selection lines (*F*_2,3_ = 0.41, *p* = 0.70, Figure 2D). In addition, it was possible that the differences in aggressive behavior were attributable to differences in general locomotion. There were no differences in locomotor behavior among the selection lines using an assay for locomotor reactivity (*F*_2,3_ = 5.47, *p* = 0.10, Figure 2E) and a climbing assay (*F*_2,3_ = 1.97, *p* = 0.28, Figure 2F). Neither were there significant differences among the lines selected for divergent aggressive behavior for mating behavior (*F*_2,3_ = 1.56, *p* = 0.34), cold tolerance (*F*_2,3_ = 0.30, *p* = 0.76), ethanol tolerance (*F*_2,3_ = 0.67, *p* = 0.58), or longevity (*F*_2,3_ = 0.29, *p* = 0.7662) (Figure S1). Thus, the response to selection seems specific for aggressive behavior.

### Transcriptional Response to Selection for Aggressive Behavior

We assessed transcript abundance in the H, L, and C selection lines using Affymetrix high-density oligonucleotide whole-genome microarrays, for flies of the same age and physiological state as selected individuals. 

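Transcript abundance was measured in whole bodies of virgin flies from 6 selection lines. Lines H1 and H2 were selected for high aggression, lines L1 and L2 for low aggression, and lines C1 and C2 were unselected controls. Each of the 24 samples held 12 flies of 1 line and 1 sex, 3 to 7 days old and kept without food for 90 min, with 2 samples for each line and sex. The article places the collection at generation 25, and the sample labels place it at generation 28. Each sample was hybridized to 1 whole-genome array, so that every selection group is represented by 8 arrays, 4 per sex, and this number of arrays limits the precision of every value. The authors' values are Signals from Affymetrix Microarray Suite on a linear scale, with detection calls not used here. On every array the mean Signal with 2% trimmed from each end was 497 to 498, while the median Signal was 124.8 to 143.4 on the male arrays and 71.4 to 118.9 on the female arrays. The 11666 probe sets with the highest 12th-highest Signal were kept, the number that the paper retains with its filter on Absent calls, which left out 7103 and put the lowest 12th-highest Signal among those kept at 56.6. Values were analysed as log2(Signal + 16) with limma, with 1 mean for each of the 12 combinations of line and sex. A probe set was called divergent between selection groups by the paper's rule of 2 steps, which asks for an adjusted p under 0.001 for line or line by sex and then for a contrast between groups at an unadjusted p under 0.05. A gene was called consistently different when its contrast had an adjusted p under 0.05 and all 4 differences between a line of one group and a line of the other had the same sign, which lines placed at random meet in 1 in 3 cases. The 9753 genes tested were each represented by the probe set with the highest mean. Replicate arrays of a line correlated at 0.982 to 0.990 in males and at 0.972 to 0.988 in females across probe sets, which are not independent replicates. After the mean of each probe set within its sex was subtracted, replicate arrays correlated with a median of 0.35 (12 pairs) and arrays of different lines of the same selection group with a median of -0.09 (24 pairs), against -0.14 for arrays of different selection groups (96 pairs). The label of the first male sample of H2 carries both line numbers. It was read as H2, since its array correlated with the other H2 male array at 0.396 and with the H1 male arrays at 0.097 and -0.064. The paper does not say whether the samples of a line came from separate cultures, so p-values that take arrays as replicates measure only the spread between these samples.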

We performed these analyses using whole bodies, rather than heads alone, as we wanted to include categories of genes potentially affecting aggressive behavior with more general expression (e.g., genes affecting metabolism and muscle function). Raw expression data are given in Table S1. We used factorial analysis of variance (ANOVA) to quantify statistically significant differences in transcript level for each probe set on the array. Using a false discovery rate [42] of *Q* < 0.001, we found 9,485 probe sets were significant for the main effect of sex, 1,593 were significant for the main effect of line, and 69 were significant for the line × sex interaction (Table S2). 

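Male and female flies differed most in reproductive transcripts. All 20 measured genes of yolk, vitelline membrane and chorion were higher in females, with a median log2 difference (male minus female) of -7.27, and the eggshell gene Cp38 had a difference of -8.21. All 29 measured genes of the male accessory gland and ejaculatory bulb were higher in males, with a median of 7.49, and the seminal fluid gene Acp53Ea had a difference of 8.89. Of 30 genes of testis and sperm, 27 were higher in males and 3 in females, among the former don juan (dj, log2 difference 6.91), which encodes a sperm tail protein. All 19 measured germline and oogenesis genes were higher in females, including bicoid (bcd, -6.07), whose maternal transcript patterns the embryo. In C1 female replicate 1, accessory gland transcripts stood at a median of 3.504% and testis transcripts at 3.58% of their Signal in C1 males, against at most 0.563% and 0.659% in the other female arrays. Among lists not chosen for reproduction, 17 of 22 neuronal and synaptic genes and 37 of 63 cytochrome P450 genes were higher in males, and 17 of 19 ribosomal protein genes were higher in females. In whole flies such differences cannot be told apart from a different share of tissues in the sexes. In all, 8804 of the 11666 probe sets (75.5%) differed by sex at an adjusted p under 0.001, 3521 of them higher in males and 5283 higher in females. At the same threshold, 783 probe sets differed by line. By gene list, 23 of 63 P450 genes, 14 of 37 glutathione S-transferase and UDP-glycosyltransferase genes, 7 of 20 immune effectors, 10 of 32 digestive enzymes, 5 of 15 clock genes and 5 of 21 starvation genes differed by line, against 2 of 25 muscle sarcomere genes, 1 of 22 neuronal genes and 0 of 19 ribosomal protein genes. These shares were not tested against each other or against the 783 of all 11666 probe sets.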

All 69 probe sets that were significant for the interaction term were also significant for the main effect of line.

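In 3 probe sets the difference between males and females changed from line to line at an adjusted p under 0.001, and all 3 also differed by line. They are named here after their values were seen. CG14384 was high in males of every line, with mean Signals from 328.8 to 480.8 (2 arrays per line and sex). In females its mean Signal was 108.8 in H2 and 150.6 in L2 but 2.25 to 8.25 in the other 4 lines (adjusted p for the interaction 4.43e-05). CG3857 had a mean Signal of 2469 in L2 females and 419.6 in L2 males, and of 1367 and 1135 in H1. In C1, C2, H2 and L1 the males were higher, in L1 with 588.6 against 419.9 (adjusted p for the interaction 4.43e-05). The remaining probe set has no gene assigned. Its mean Signal was 526.4 in females and 95 in males of L1, and 2949 and 2323 in L2. Only in C1 were the males higher, with 634.6 against 482.5 (adjusted p for the interaction 0.000734). The number depended on single arrays: it was 62 without C1 female replicate 2, 18 without L1 female replicate 2, 5 without L1 female replicate 1 and 1 without L2 female replicate 2. Without C1 female replicate 2, the C1 females are represented only by replicate 1, the array with male transcripts. Without L1 female replicate 2, the L1 females are represented only by replicate 1, an array with raised low Signals.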

We used ANOVA contrast statements on the 1,593 probe sets with differences in transcript abundance between selection lines to detect probe sets that were consistently up- or down-regulated in replicate lines [40]. 

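Against the controls, both H lines had less transcript of the P450 gene Cyp12d1-d and of the digestive serine protease gene Jon44E, and more of the larval serum protein gene Lsp2 and of the glycosyltransferase gene Ugt37A2. Cyp12d1-d had a mean Signal of 456.7 ± 92.2 in H males and 3453 ± 3036 in C males (SD, n = 4 arrays), a log2 difference (H minus C) of -2.29 over both sexes (standard error 0.169, adjusted p = 6.52e-07). Jon44E differed by -1.64 (standard error 0.0999, adjusted p = 2.34e-07), and CG32284 by -2.28. Among transcripts higher in H than in C, the noncoding RNA CR44101 had a log2 difference of 2.21, the peroxiredoxin gene Prx6c 1.81, Ugt37A2 1.61, CG6283 1.605 and Lsp2 1.58, and among those lower in H, CG18179 had -1.63 and the tetraspanin gene Tsp39D -1.55. Both L lines differed from the controls in an immune gene and in gut proteases: the antibacterial peptide gene DptB had a log2 difference (L minus C) of 2.30 (standard error 0.436, adjusted p = 0.00385), whereas the digestive protease gene Jon65Aii had -1.98, CG18179 -2.44, CG14500 -1.47, CG9672 -1.44 and the sterol-binding protein gene Npc2c -1.24. Also higher in L than in C were CG8736 (2.19), CG10725 (1.76), Cpr67Fa1 (1.57) and Osi2 (1.39). Over all alternatives the L minus C difference ran from 0.59 to 3.79 for CG8736, 0.73 to 2.42 for Cpr67Fa1, 0.77 to 1.99 for Osi2 and -3.31 to -0.64 for Jon65Aii. The H minus C difference ran from -3.62 to -0.97 for Cyp12d1-d and from -2.40 to -0.86 for CG18179. Calls ended for CG8736 and Npc2c (L versus C) without line L1, DptB (L versus C) without C2 and CG18179 (H versus C) without C1. By the paper's rule of 2 steps, 752 probe sets, or 4.01% of those on the array, diverged between at least 2 selection groups. In a test with the line as the replicate, limma on the 6 line means, 0 probe sets reached an adjusted p under 0.05 in any contrast. The lowest adjusted p was 0.371 for H and L, 0.139 for H and C and 0.558 for L and C, and 597, 607 and 521 probe sets had an unadjusted p under 0.05, or 5.12%, 5.20% and 4.47% of those tested. Without H1 female replicate 1, 1 probe set passed for H and L and 1 for L and C. With line as a random block, the differences of Jon44E, CG32284, CR44101, CG6283, Tsp39D and Ugt37A2 between H and C and of CG18179, CG9672, CG10725 and Osi2 between L and C stayed called, and those of Cyp12d1-d, Prx6c, Lsp2 and CG18179 between H and C and of DptB, Jon65Aii, CG14500, Npc2c, CG8736 and Cpr67Fa1 between L and C did not. The random block takes the same correlation within lines for every probe set, so it can be too lenient for genes whose lines vary widely.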

We found 1,539 probe sets (8.2%) that differed between the selection lines when pooled across replicates (Table S3). Most (1,480) of these probe sets were significant in both sexes, consistent with divergence in aggression levels in both sexes. 

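Most probe sets that diverged between the H and L lines in males also did so in females in the same direction, which their selection favours. Cyp6a2, Ugt35C1 and CG10725 were named by a rule that asks for lines apart in each sex. Cyp6a2, a P450 enzyme of insecticide metabolism, had a log2 difference (H minus L) of 1.71 in males and 2.00 in females, and the glycosyltransferase gene Ugt35C1 had 1.62 and 1.86. CG10725 was lower in the H lines in males (-2.61) and in females (-2.30). The antibacterial peptide gene DptB had a difference of -0.90 in males and -3.60 in females, and Metchnikowin (Mtk), an antifungal peptide gene, -0.80 and -2.30. All 783 probe sets past the first step differed by line with the sexes averaged, which favours differences that the sexes share. Of the probe sets divergent between any groups, 607 had an unadjusted p under 0.05 in each sex for at least 1 contrast. For H and L, 511 probe sets diverged in males, 497 in females and 385 in both in the same direction. The corresponding numbers were 487, 451 and 354 for H and C, and 451, 447 and 329 for L and C. Of the 9753 genes tested, whether or not consistently different, the contrast itself differed between the sexes at an adjusted p under 0.05 in 16 for H and L. It did so in 48 for H and C and in 12 for L and C. The paper sets the response in both sexes beside the divergence of aggression in both sexes.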

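Among the 10 largest differences in each direction between the H and L lines, taken from genes with both lines of a group on one side of the other group in each sex, were 4 detoxification enzymes higher in H (Cyp6a8, Cyp6a2, Ugt35C1 and Cyp6w1). Cyp6a2 had a mean Signal of 4057 ± 305 in H males and 1297 ± 477 in L males (SD, n = 4 arrays), and 2208 ± 706 and 539.4 ± 149 in females, a log2 difference of 1.85 (standard error 0.108, adjusted p = 5.13e-08). Cyp6a8, of the same subfamily, had a log2 difference of 2.18 (standard error 0.120, adjusted p = 2.83e-08), with line means on the log2 scale of 9.89 and 12.23 in H1 and H2 and of 8.31 and 9.44 in L1 and L2. Cyp6w1 had 1.17 (standard error 0.0829). Ugt35C1 had a mean Signal of 4969.5 ± 1064 in H males and 1667 ± 632 in L males (SD, n = 4 arrays), a log2 difference of 1.74. Outside these families, the thiol reductase gene GILT2 had 1.19, the transporter gene MFS12 1.23, the centriole gene Alms1a 1.18, CG6283 1.37, CG31810 1.57 and CR44101 2.28. In the other direction, CG10725 had a mean Signal of 101.8 ± 12.9 in H males and 742.2 ± 288 in L males (SD, n = 4 arrays), a log2 difference of -2.45 (standard error 0.102, adjusted p = 1.8e-09). CG4962 and CG8736 had log2 differences of -2.61 and -2.15, which came largely from L1: the line means of CG4962 were 11.44 in L1, 7.55 in L2, 6.92 in H1 and 6.84 in H2. CG12934 had -1.71, CG1894 -1.68, the cuticle protein gene Cpr67Fa1 -1.62, CG14570 -1.50, CG15080 -1.47, the sulfotransferase gene pipe (pip) -1.34 and Vajk3 -1.22. By the rule of 2 steps, 574 probe sets diverged between H and L, 242 of them higher and 332 lower in H, and 71 of them (12.4%) differed by more than 2-fold, with a median fold of 1.37. For H and C the rule gave 559 probe sets (219 higher, 340 lower, 9.30% over 2-fold) and for L and C 539 (252 higher, 287 lower, 10.2% over 2-fold). The median Signal of every H array lay below that of every L array of its sex. In males it was 124.8 to 128.5 against 129.1 to 143.4, and in females 71.4 to 78.3 against 79.7 to 118.9. The counts higher and lower in H were not adjusted for this. With arrays scaled to a common median, 99 of 101 calls on named genes over all contrasts were kept. Consistently different genes numbered 743 for H and L (316 higher and 427 lower in H), 869 for H and C and 540 for L and C. With line as a random block these numbers were 59, 44 and 25, and of the 20 genes named here 12 stayed called, while CG4962, CG8736, CG1894, CG14570, pip, Alms1a, MFS12 and CG6283 did not. A call that stayed is not a call with the line as the replicate, since the random block takes the same correlation within lines for every probe set. The call of pip H versus L also ended without H1 female replicate 1 (log2 difference -1.27). Without line L1 the calls of pip (-0.22), CG8736 (-0.55) and CG14570 H versus L (-0.99) ended, and the log2 differences of CG1894 (-0.57), CG4962 (-0.67), Cpr67Fa1 (-0.78), Vajk3 (-0.61), CG15080 (-0.94), Cyp6w1 (0.63) and Alms1a (0.78) were smaller by over 1.5 times. Without H1 the call of MFS12 ended (0.48), and Cyp6a8 had 1.01 without H2 and CG6283 0.69 without L2.

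**Figure D1:**
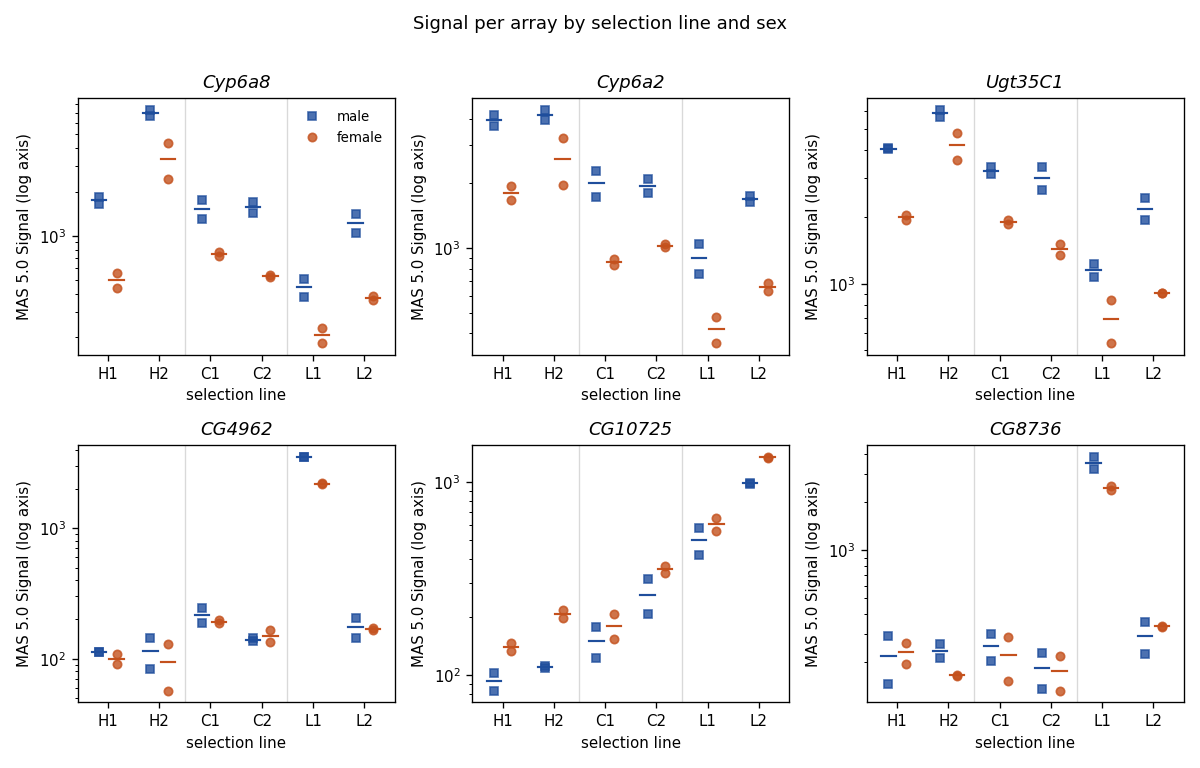
Signal on a logarithmic axis of 6 genes on each array, by line (H1, H2, C1, C2, L1, L2), with squares for males, circles for females and a short bar for the mean of 2 arrays. In H males Cyp6a2 lies between 3704 and 4410.6 and in L males between 755.5 and 1752.8, and CG10725 lies between 83.3 and 112 in H males and between 421.1 and 989.7 in L males.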

We found 1,116 probe sets that were divergent between H and C, 1,062 probe sets that were divergent between L and C, and 1,083 probe sets that were divergent between H and L. Although there was a widespread transcriptional response to selection for aggressive behavior, the magnitude of the changes of transcript abundance was not great, with the vast majority much less than 2-fold (Figure 3).

**Figure 3:**
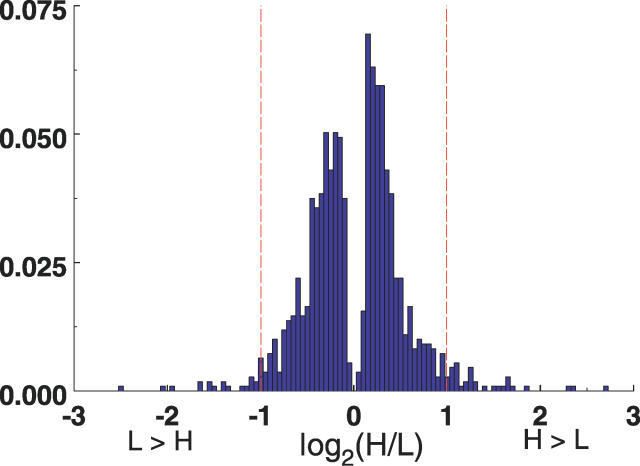
Histogram Showing Frequency of Relative Fold-Change in Probe Sets with Significant Differences in Transcript Abundance between H and L Selection Lines, Pooled over Sexes The vertical red lines demarcate 2-fold changes in transcript abundance.

We identified 12 transcripts that exhibited sexually antagonistic expression (Table S4). Of these, four differed between the H and L selection lines (*sarcoplasmic calcium-binding protein* was up-regulated in H females and down-regulated in H males; *Transferrin 1, CG8093,* and *CG3239* were up-regulated in H males and down-regulated in H females). 

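Transferrin 1 (Tsf1), an iron-binding protein of the hemolymph, and CG8093 separated the H from the L lines in opposite directions in the sexes. Tsf1 had a log2 difference (H minus L) of 0.42 in males (adjusted p = 0.157) and -0.81 in females (adjusted p = 0.00564), and the difference between the sexes had an adjusted p of 0.0391. CG8093 had 0.45 in males (adjusted p = 0.0539) and -0.54 in females (adjusted p = 0.0178), with the same adjusted p for the sex difference. CG3239, now named frma, had 0.15 in males (adjusted p = 0.264) and -0.11 in females (adjusted p = 0.406) and did not differ by line (adjusted p = 0.0957). Of the genes for sarcoplasmic calcium-binding proteins, Scp1 had -0.07 in males and -0.10 in females, and Scp2 had 0.13 in males (adjusted p = 0.354) and 0.20 in females (adjusted p = 0.1). Over all contrasts, 17 probe sets passed the rule of 2 steps with opposite directions in the sexes, 9 of them for H and L, 2 for H and C and 7 for L and C, CG8093 for both H and L and L and C. Among those for H and L, CG15369 had 1.46 in males and -1.71 in females (adjusted p for the sex difference 0.00256), CG3857 had 0.51 and -0.55 (adjusted p = 0.0236), and the maltase gene Mal-B1 0.46 and -0.52 (adjusted p = 0.115), genes chosen after their values were seen. The number was 40 without C1 female replicate 2 and 40 without L1 female replicate 2. Either omission leaves only replicate 1 for the females of that line, with male transcripts in C1 and raised low Signals in L1. It was 11 without H1 female replicate 2, H1 male replicate 2, H2 male replicate 2, L1 male replicate 2 or L2 male replicate 1, 10 without C1 male replicate 1 and 9 without L1 male replicate 1, each left out alone.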

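Between the H and C groups, the differences of CG4199 and of alpha-Est10, a carboxylesterase gene, had opposite signs in males and females, and for CG4199 alone of the pair the sexes differed by the test. CG4199 had a log2 difference (H minus C) of -0.30 in males (adjusted p = 0.0261) and 0.32 in females (adjusted p = 0.0239), with an adjusted p for the difference between the sexes of 0.0223. CG4199 differed by line with adjusted p = 0.00173, which is above the threshold of the first step. alpha-Est10 had -0.15 in males (adjusted p = 0.4) and 0.25 in females (adjusted p = 0.18), with adjusted p = 0.267 for the difference between the sexes and an adjusted p for line of 0.0048. The menin gene Mnn1 had -0.36 in males and 0.28 in females, and Cyp6a22 had -0.24 and 0.25, both past the rule of 2 steps and both chosen after their values were seen.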

*Esterase-10* and *CG4199* had sexually antagonistic effects between the H and C groups (both up-regulated in H females and down-regulated in H males). 

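Between the L and C groups, CG8093 had a log2 difference (L minus C) of -0.30 in males (adjusted p = 0.249) and 0.37 in females (adjusted p = 0.131). CG11523 had 0.18 in males (adjusted p = 0.185) and -0.16 in females (adjusted p = 0.258). The eye selector gene twin of eyeless (toy) had -0.11 and 0.23, and fondue (fon, CG15825), which acts in hemolymph clotting, had -0.31 (adjusted p = 0.0381) and 0.16 (adjusted p = 0.313). CIA30 (CG7598), an assembly factor of respiratory complex I, had -0.14 and 0.10, and CG4199 had -0.15 and 0.28. CG8093 passed the rule of 2 steps, and the other genes did not. Of 13 pairs of gene and contrast in the paper's list, which the study chose on these arrays and which is therefore not independent evidence, 11 had opposite signs in the sexes, 5 had an unadjusted p under 0.05 in each sex and 3 passed both steps. Over both sexes, of these 11 genes alpha-Est10 was consistently higher in the H than in the L lines (0.40), and CG11523 (-0.21), toy and fon (-0.24) were consistently lower, the same numbers when adjusted over the list alone. The difference of fon between H and L was 0.06 in males and -0.53 in females (adjusted p = 0.0411 for the difference between the sexes). These calls were lost with line as a random block.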

Finally, six transcripts demonstrated antagonism between the C and L groups (*CG11523* was up-regulated in L males and down-regulated in L females; *twin of eyeless, CG15825, CG8093, CG7598,* and *CG4199* were up-regulated in L females but down-regulated in L males). These probe sets do not share obvious molecular functions or biological processes.

Since we selected for divergence in male aggressive behavior, we tested whether there was a disproportionate contribution of X-linked genes. We assessed whether the 1,539 differentially regulated probe sets were randomly distributed across the five major chromosome arms using a χ^2^ test [40]. Indeed, the distribution of probe sets was not random (χ_4_^2^ =19.66, *p* = 0.0006). However, the deviation from random expectation was attributable to fewer, not more, probe sets than expected on the X chromosome (χ_1_^2^ =13.31, *p* = 0.0003), but not the other chromosome arms (Figure S2). 

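Divergent probe sets were fewer than expected on X and 2L and more than expected on 2R, 3L and 3R. The largest departure in number of probe sets was on 2R and the largest in proportion to expectation on X. The departures did not pass the tests. Of 649 divergent probe sets assigned to an arm, 88 lay on X against 104.8 expected, 154 on 2R against 134.6, 126 on 3L against 125.4 and 166 on 3R against 162.1, while 2L held 17.7% of them against 18.8% expected. The odds ratio for X was 0.804 (95% confidence interval 0.631 to 1.01, Fisher's exact test, two-sided, p = 0.0688), with a chi-square of 3.21 for X (p = 0.073) and of 6.00 over the 5 arms (p = 0.199). Transcripts that differed by sex were distributed unevenly: of those higher in males, 391 lay on X against 516.4 expected (odds ratio 0.639, Fisher's exact test, p = 1.47e-13), and of those higher in females, such as the eggshell gene Cp38 and the oocyte thioredoxin gene dhd, 932 against 756.1 (odds ratio 1.66, Fisher's exact test, p = 4.25e-21). Fisher's exact test for X passed an unadjusted p of 0.05 with some arrays left out singly: the odds ratio was 0.718 (p = 0.00982) without C1 female replicate 1, 0.638 (p = 0.000257) without C1 female replicate 2, 0.74 (p = 0.0259) without C2 female replicate 1, 0.761 (p = 0.0418) without C2 female replicate 2, 0.751 (p = 0.0344) without H1 female replicate 2, 0.717 (p = 0.0111) without H2 female replicate 2, 0.78 (p = 0.0404) without L1 female replicate 2, 0.73 (p = 0.0127) without C1 male replicate 1 and 0.771 (p = 0.0431) without C1 male replicate 2. It was 0.698 (exact p = 0.0112) without C1 female replicate 1 and L1 female replicate 1, an alternative chosen after seeing the data, and it also passed under other processing listed in the closing section. Without C1 female replicate 2, where the odds ratio was lowest, the C1 females are represented only by the array with male transcripts.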

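Within males, divergent probe sets were fewer on X than expected in each contrast, by margins that did not pass Fisher's exact test. Of 443 probe sets divergent between H and L males, 64 lay on X against 71.5 expected (odds ratio 0.872, exact p = 0.355). Of 416 divergent between H and C males, 55 lay on X against 67.2 (odds ratio 0.784, exact p = 0.103), and of 386 divergent between L and C males, 52 against 62.3 (odds ratio 0.802, exact p = 0.158). In females the odds ratios were, by the exact test, 0.772 for H and L (p = 0.0812), 0.855 for H and C (p = 0.32) and 0.85 for L and C (p = 0.292). Adjusted over these 6 tests, the lowest p was 0.309. Under alternatives, the chi-square for X in males passed an unadjusted p of 0.05 for H and L with a line threshold of 0.01 (4.20) and with the first step at an unadjusted p, which was chosen after seeing the data, and for H and C and for L and C in several, with highest values of 9.49 and 6.53 in the model of the methods on Signal. Whether the sexes differ in this share was not tested.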

The paucity of probe sets on the X chromosome was due to probe sets that were differentially expressed between males in the contrasts between H and L (χ_1_^2^ = 16.52, *p* = 0.00005), H and C (χ_1_^2^ = 14.53, *p* = 0.00014), and L and C (χ_1_^2^ = 13.49, *p* = 0.00024).

The probe sets with altered transcript abundance between the selection lines fell into all major biological process and molecular function gene ontology (GO) categories (Tables S5 and S6). We used χ^2^ tests to determine which categories were represented more or less frequently than expected by chance, based on representation on the microarray. One interpretation of these analyses is that over-represented GO categories contain probe sets for which transcript abundance has responded to artificial selection, whereas under-represented GO categories contain probe sets for which transcript abundance is under stabilizing natural selection [40]. Highlights of the transcriptional response to artificial selection for aggressive behavior are given in Table 1. For example, the H lines are enriched for up-regulated genes affecting metabolism, response to biotic stimulus, and stress response; whereas the L lines are enriched for up-regulated genes affecting learning and memory and defense response. 

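The P450 genes as a list were higher in the H lines by camera with a preset correlation but not with an estimated one. Of 63 measured cytochrome P450 genes, 10 were consistently higher in H than in L and 1 was lower (13 and 2 when adjusted over the list alone), with 45 of 63 log2 differences above 0 and a median of 0.13. The shift of the list had an adjusted p of 5.55e-06 from camera with a preset correlation, and an adjusted p = 0.132 with an estimated correlation. Besides Cyp6a2, Cyp6a8 and Cyp6w1, the list holds Cyp6a17, a gene of temperature preference, whose log2 difference of -1.06 was not uniform over the lines. Of 37 glutathione S-transferases and UDP-glycosyltransferases, 7 were higher and 4 lower (7 and 4 when adjusted over the list alone; adjusted p = 0.267 from camera with a preset and 0.977 with an estimated correlation), among them GstE5 (0.73), Ugt37B1 (0.72) and GstE1 (-0.88). Immune effectors moved both ways, with 5 of 20 higher and 2 lower in H (5 and 4 when adjusted over the list alone). The peptide genes DptB (-2.25) and Mtk (-1.55) were lower in the H lines, and the drosomycin-like gene Drsl4 (0.88) and PGRP-SC2 (0.81), an amidase that degrades peptidoglycan, were higher. Of 8 heat shock proteins and cochaperones 2 were higher, Hsp26 (0.49) and Hsp27 (0.44), and 0 lower (2 and 1 when adjusted over the list alone). The measured Turandot gene, TotC, had a log2 difference of 1.23 that did not pass the test (adjusted p = 0.114; 1 when adjusted over the list alone). Of 23 genes of oxidative stress defence 2 were higher (2 when adjusted over the list alone), among them the metallothionein gene MtnC (0.72). Digestive enzymes had 4 of 32 higher and 5 lower (5 and 5 when adjusted over the list alone), including Jon44E (-0.96) and Jon66Cii (-0.65). Of 21 genes of starvation and insulin or adipokinetic hormone signalling, the lipid droplet gene Lsd-2 (0.81) was higher and the sugar-responsive factor gene sug (-0.35) lower (1 and 1 when adjusted over the list alone). Of 14 learning and memory genes outside the paper's tables, limma called 0 (0 when adjusted over the list alone): the integrin gene scab (scb) had -0.36 (adjusted p = 0.0586), Nmdar1 -0.23, and 14-3-3zeta -0.22.
Of 25 muscle sarcomere genes, 8 were consistently lower in H than in L and 0 higher (11 and 0 when adjusted over the list alone), with 22 log2 differences below 0. Msp300, which anchors nuclei in muscle fibers, had -0.75, the kinase genes Strn-Mlck and bent (bt) -0.64 and -0.44, and flightin (fln), a thick filament protein of flight muscle, -0.55. The list's adjusted p was 1.98e-05 from camera with a preset correlation, and its adjusted p = 0.922 with an estimated correlation. Of 22 neuronal genes 4 were consistently lower and 0 higher (5 and 0 when adjusted over the list alone), with 4 log2 differences above 0 and, from camera, adjusted p = 0.0171 with a preset and 0.922 with an estimated correlation. On the 6 line means, camera with a preset correlation gave adjusted p = 0.00012 for the P450, 3.34e-05 for the muscle and 0.00489 for the neuronal list. These values treat the members of a list as nearly independent and do not measure the spread between lines. An estimated correlation was not used on the line means. H1 female replicate 2 had a median Signal of 4594 over the muscle list against 7117 to 9772 in the other female arrays. With line as a random block the numbers of P450 genes called were 5 higher and 0 lower, and Cyp6a2, Cyp6a8, Cyp6w1, GstE1, GstE5, Jon44E, Lsd-2, Drsl4 and fln stayed called while the other called genes named here did not. Leaving out single arrays changed counts in the smaller lists: without H2 female replicate 2, 1 heat shock gene and 1 learning and memory gene were lower in H, without L2 male replicate 2 the difference of TotC H versus L was called (1.59), and without L1 female replicate 1, 4 starvation genes were lower, against 2 without H2 female replicate 2, C1 male replicate 1 or C1 male replicate 2. The P450 genes lower in H numbered 2 without L1 female replicate 2 or L1 male replicate 2. Starvation genes higher in H numbered 2 without L1 female replicate 2. The digestive enzymes higher in H numbered 2 without H1 female replicate 2, H2 female replicate 1, H1 male replicate 2, H2 male replicate 2, L1 male replicate 1 or L2 male replicate 2. Genes of oxidative stress defence higher in H numbered 1 without H1 female replicate 2, H2 female replicate 1, L1 female replicate 1, L2 female replicate 1, H1 male replicate 1, H1 male replicate 2, H2 male replicate 1, L1 male replicate 1 or L2 male replicate 1, and 1 was lower without H1 female replicate 2. Over all genes tested, 743 of 9753 were consistently different between H and L, and the list counts were not tested against this share. These lists were fixed before the data were examined, and the GO categories themselves were not analysed here.

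**Figure D2:**
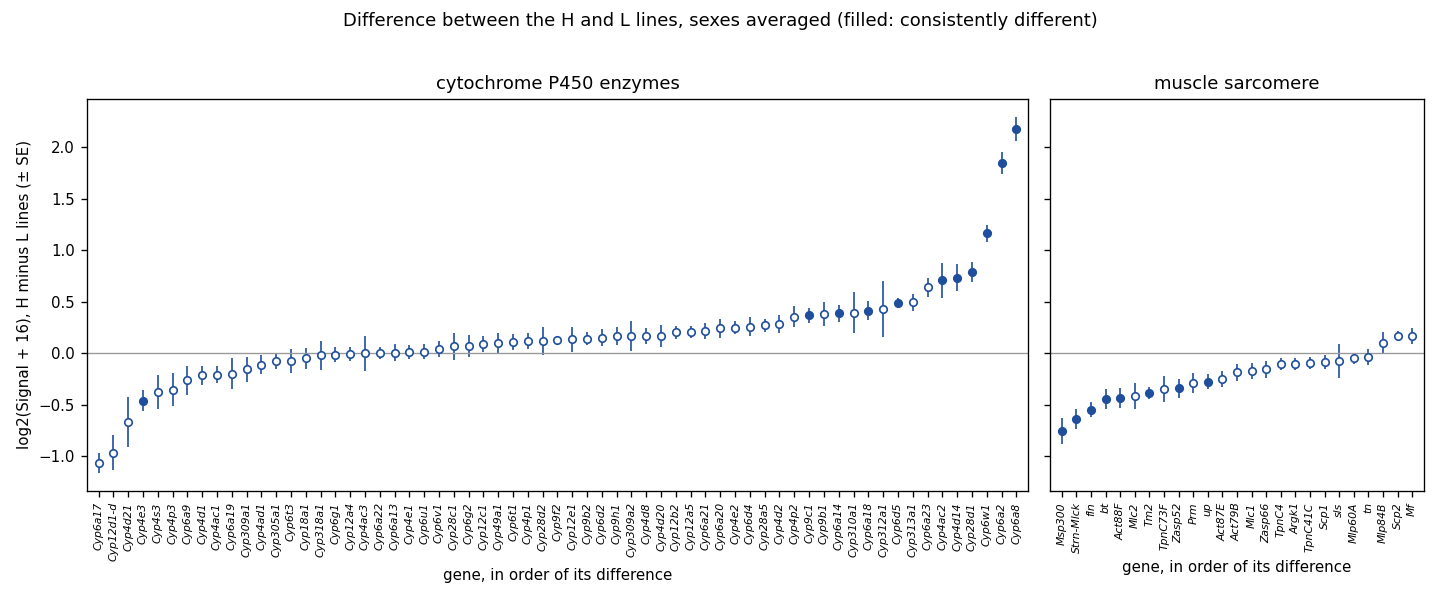
Log2 difference (H minus L) of each measured P450 gene and each measured muscle sarcomere gene, with its standard error and filled points for genes consistently different. Of 63 P450 genes, 45 lie above 0, and of 25 muscle genes, 22 lie below 0.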

Probe sets in the biological process categories of morphogenesis and system development are consistently under-represented among up-regulated transcripts in the H and C lines.

**Table 1:**
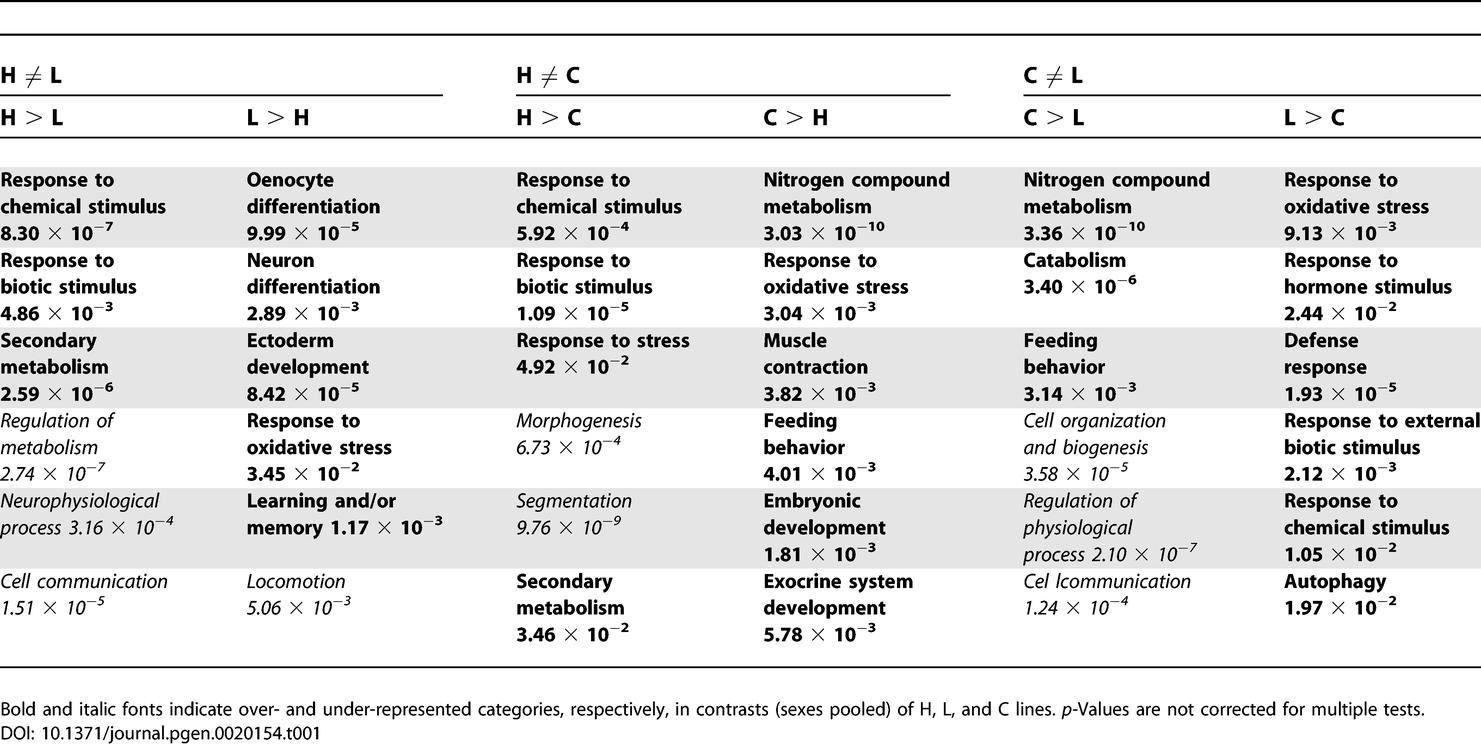
Differentially Represented Biological Process GO Categories

Table 2 gives a sample of candidate genes affecting aggressive behavior that are up-regulated in the high or low selection lines, and which have proven functions in other processes. 

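Of the genes in Table 2, 7 were consistently lower and 2 higher in the H than in the L lines. PAR-domain protein 1 (Pdp1), a clock and growth factor gene, had a log2 difference (H minus L) of -0.82 (standard error 0.119, adjusted p = 0.000357), and the fibroblast growth factor receptor gene heartless (htl) -0.63 (standard error 0.105, adjusted p = 0.00113). schnurri (shn) had -0.42, the calcineurin gene CanB -0.38, toy -0.30, the receptor tyrosine kinase gene derailed (drl) -0.29 and the adaptor gene drk -0.23. CG7182 (0.29) and the condensin gene barren (barr, 0.24) were higher in the H lines. Of the 28 genes listed, 18 have a kept probe set of their own, and the numbers called were the same when adjusted over the list alone, and since the study chose the list on these arrays it is not independent evidence. By the rule of 2 steps, 5 of the 18 diverged (Pdp1, htl, pastrel (pst), yellow (y) and neuralized (neur)). pst (-0.55), y (-0.74) and neur (-0.45) were not lower in both H lines than in both L lines. Other members had values that did not pass: doublesex (dsx) -0.36, couch potato (cpo) -0.36, minibrain (mnb) -0.09, mthl4 -0.11, nemy 0.16 and CG31106 0.17. All 9 calls were lost with line as a random block. Leaving out a line ended the call of Pdp1 (without H1), htl and shn (L1), drk and drl (H2 or L1), CG7182 (H2) and barr (any line but H2). Over all alternatives the log2 difference ran from -1.34 to -0.30 for Pdp1, from -0.88 to -0.38 for htl and from -0.53 to -0.05 for drl. The call of drl also ended with quantile normalization within each sex. The call of barr ended without any of C1 female replicate 1, C1 female replicate 2, H1 female replicate 1, H1 female replicate 2, H2 female replicate 1, L1 female replicate 1, L2 female replicate 2, H1 male replicate 1, H1 male replicate 2, H2 male replicate 1, L1 male replicate 2 or L2 male replicate 2 (log2 difference 0.19 to 0.26), and that of drl without L2 female replicate 1 (-0.25) or L2 male replicate 1 (-0.26).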

All are novel candidate genes for aggressive behavior. Conspicuously missing from this list are genes that have been previously implicated in *Drosophila* aggressive behavior *(fruitless, dissatisfaction, ebony,* and *black)* as well as genes affecting bioamines (e.g., genes encoding tyrosine and tyramine hydroxylases; *Dopa decarboxylase;* and dopamine, serotonin, and octopamine; and associated transporters and receptors). Indeed, the only gene affecting bioamine levels that is differentially expressed between the selection lines is Catecholamines up (Table S3).

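None of the measured genes of biogenic amine synthesis, transport and reception was consistently different between the H and L lines. Of 33 genes listed, 16 have a kept probe set of their own, and limma called 0 of them (0 when adjusted over the list alone), with a median log2 difference (H minus L) of -0.03. The serotonin transporter gene SerT had -0.42 (standard error 0.117, adjusted p = 0.0333), with the lines of the 2 groups overlapping. The dopamine transporter gene DAT had -0.34 (adjusted p = 0.181), the dopamine and ecdysteroid receptor gene DopEcR -0.22 and the octopamine receptor gene Octbeta1R -0.19. Of the 16 genes, 10 were higher in males than in females and 0 were higher in females. fruitless (fru) had -0.00 between H and L (adjusted p = 0.989), -0.27 between H and C (adjusted p = 0.0667) and -0.26 between L and C (adjusted p = 0.0861). ebony (e), which encodes beta-alanyl-dopamine synthase, had 0.11, 0.01 and -0.10 in the same contrasts. dissatisfaction and black had no kept probe set of their own and were not tested, and of the 2 genes tested 0 were called (0 when adjusted over the list alone). Without H2 female replicate 2, SerT (-0.48) and DAT (-0.46) were lower in both H lines and passed the test, and without H2 male replicate 1 SerT did (-0.48). Without L1 female replicate 1, fru was lower in L than in C (-0.32).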

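Catecholamines up (Catsup), a zinc transporter that restrains tyrosine hydroxylase, differed by line (adjusted p = 0.000655) but not in a uniform way by selection group. Its log2 difference was -0.03 between H and L (adjusted p = 0.747), -0.10 between H and C (adjusted p = 0.175) and -0.07 between L and C (adjusted p = 0.408). Its mean Signal was 1401 ± 236 in H males, 1409 ± 98.8 in L males and 1528 ± 33.8 in C males (SD, n = 4 arrays). By the rule of 2 steps Catsup diverged between H and C. It was the only 1 of the 16 bioamine genes that differed by line at an adjusted p under 0.001.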

**Table 2:**
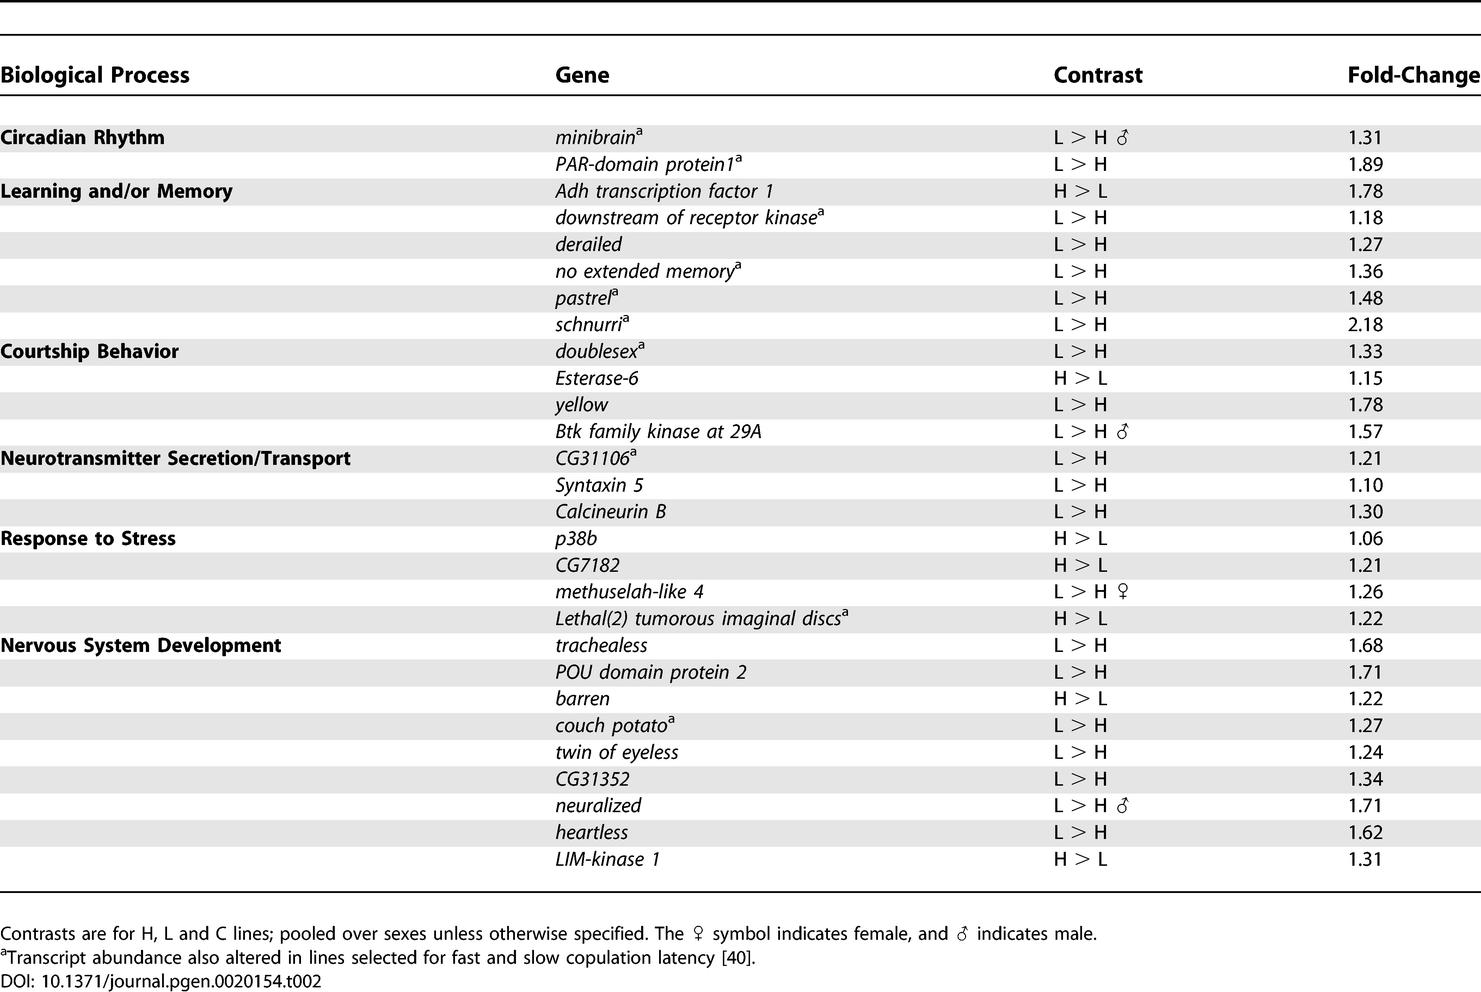
Pleiotropic Candidate Genes Affecting Aggressive Behavior

### Functional Tests of Candidate Genes

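Among the genes chosen for functional tests, arginase (arg), SP71 (now tyn) and kismet (kis), a chromatin remodeler, were consistently lower in the H lines than in the controls, and scribbler (sbb), a gene of nervous system development and larval locomotion, was lower in the H than in the L lines. tyn had a log2 difference (H minus C) of -0.54 (standard error 0.0887, adjusted p = 0.00111), arg -0.32 (adjusted p = 0.00588) and kis -0.26 (adjusted p = 0.0133). sbb had a log2 difference (H minus L) of -0.34 (adjusted p = 0.00673). CG5966 had -0.53 between H and C and -0.24 between H and L, and CG30015 -0.29 between H and L, neither the same way in all lines. spict (CG12292) had 0.22 between H and L. Further values between H and L that did not pass were Darkener of apricot (Doa) -0.15, longitudinals lacking (lola) 0.19, muscleblind (mbl) -0.07, hebe (CG1623) -0.05, CG17154 -0.07 and Male-specific RNA 87F (Mst87F), a testis transcript, 0.16. For lola, 2 other probe sets were called lower in H than in L. Of the 19 genes of Table 3, 14 have a kept probe set of their own. For H and L, 0 were higher and 1 was lower, and for H and C 0 were higher and 3 lower, the same numbers when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. By the rule of 2 steps, 6 of the 14 diverged (spict, CG5966, CG30015, tyn, arg and kis). With line as a random block 0 of the 4 calls were kept. The call of kis H versus C ended without line C2 or H1, with arrays scaled to a common median and with the model of the methods on Signal. Its log2 difference ran from -0.49 to -0.02 over all alternatives. The calls of arg H versus C and sbb H versus L ended without line H1. The call of kis ended without C1 female replicate 1 (-0.21), H1 female replicate 2 (-0.24), H2 female replicate 2 (-0.25), C1 male replicate 1 (-0.25) or H2 male replicate 2 (-0.23), CG5966 was called lower in H than in L without L1 female replicate 1 (-0.30) or L1 male replicate 1 (-0.30), CG30015 without L2 female replicate 1 (-0.31), spict was called higher without H2 female replicate 1 (0.23), H2 male replicate 1 (0.23) or L2 male replicate 2 (0.23), and without C1 female replicate 1, the female array with testis transcripts, Mst87F was called higher in H than in C (0.47).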

To assess the extent to which transcript profiling of divergent selection lines accurately predicts genes that directly affect the selected trait, we evaluated the aggressive behavior of lines containing *P*-element insertional mutations in 19 candidate genes that were implicated by the analysis of differential transcript abundance. All of the *P*-element insertions were derived in a common isogenic background, and are viable and fertile as homozygotes [43,44]. The *P*-elements are inserted in, or immediately adjacent to, each candidate gene. The candidate genes are involved in diverse biological processes, including electron transport *(Male-specific RNA 87F)*, catabolism *(arginase)*, nervous system development *(longitudinals lacking, tramtrack,* and *muscleblind)*, and G-protein coupled receptor signaling *(frizzled)*. Seven of the mutations are in computationally predicted genes *(CG1623, CG5966, CG12292, CG13512, CG14478, CG17154,* and *CG30015)*. Remarkably, 15 of the mutations exhibited significant differences in aggressive behavior from the co-isogenic control line, after Bonferroni correction for multiple tests (Table 3, Figure 4). Mutations in *muscleblind, CG17154, CG5966, CG30015, Darkener of apricot,* and *CG14478* had higher levels of aggression than the control, and mutations in *CG12292, tramtrack, CG1623, CG13512, SP71, longitudinals lacking, scribbler, Male-specific RNA 87F,* and *kismet* were less aggressive than the control. None of these genes have been previously implicated to affect aggressive behavior.

**Table 3:**
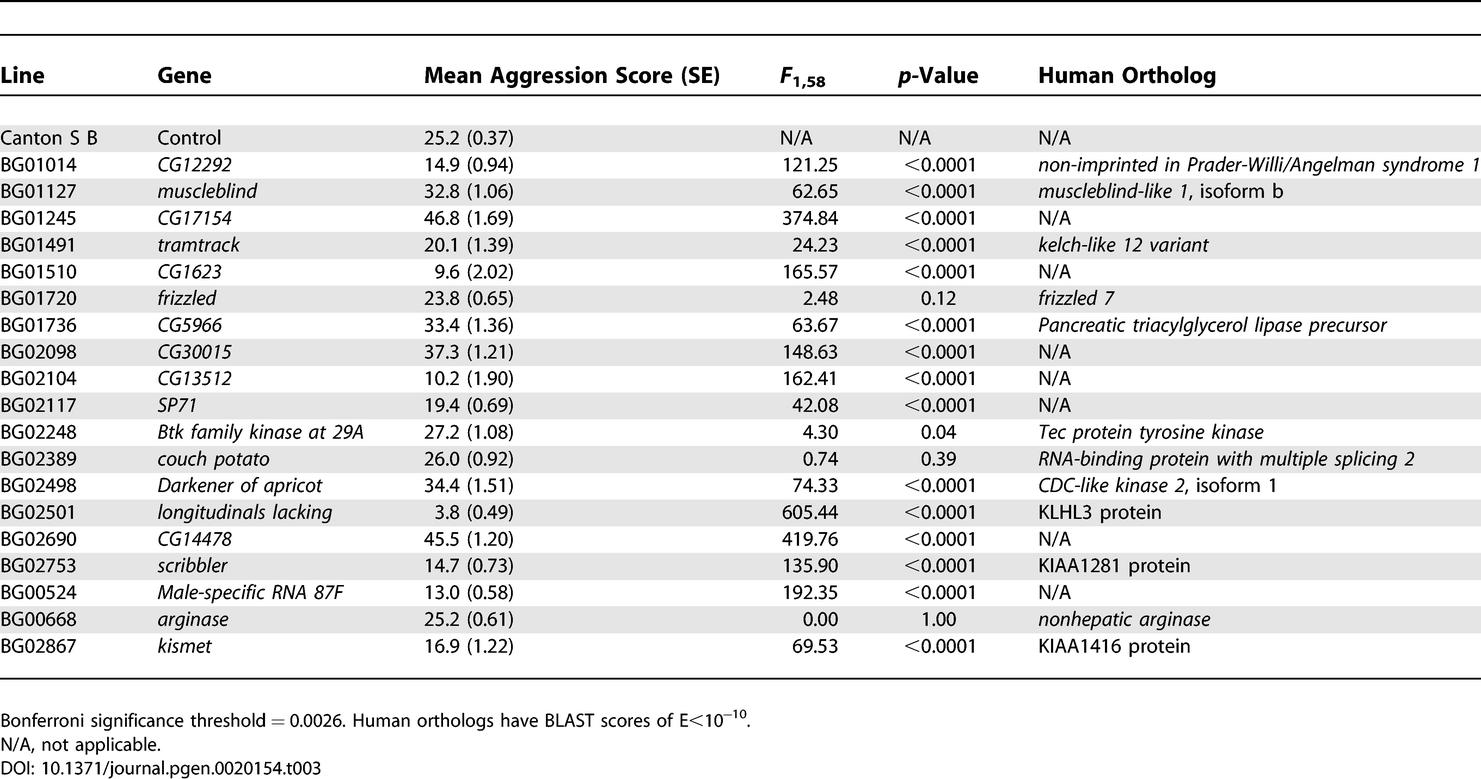
Functional Tests of Candidate Genes

**Figure 4:**
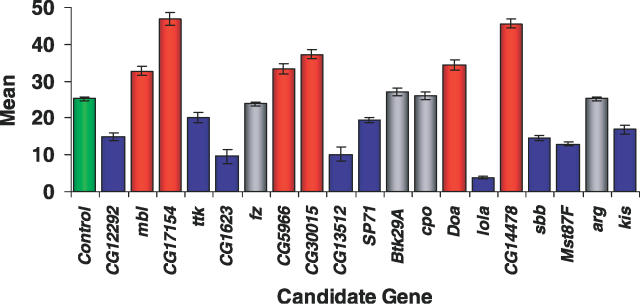
Mean Aggression Scores (±SE) of Lines Containing *P*-Element Insertional Mutations in Candidate Genes The green bar denotes the Canton S B co-isogenic control line; grey bars indicate lines with scores not significantly different from the control; red bars indicate lines with significantly higher levels of aggression than the control; and blue bars indicate lines with significantly lower levels of aggression than the control.

## Discussion

### Phenotypic Response to Selection for Aggressive Behavior

Drosophila melanogaster exhibits a robust response to artificial selection for high and low levels of aggressive behavior. The heritability of aggressive behavior is relatively low (~0.1). However, if we express the genetic and environmental variances of aggressive behavior as genetic and environmental coefficients of variation (*CV_G_* and *CV_E_,* respectively [45]), we find that *CV_G_* = 23.2 and *CV_E_* = 71.9. Thus, the low heritability is not due to a lack of segregating genetic variation, which is abundant, but to a high level of environmental variance, as is typical for behavioral traits [45]. Although the phenotypic response to artificial selection appears to be greater in the direction of increased levels of aggression, the genetic response to selection as inferred from realized heritability is symmetrical. The apparent discrepancy is attributable to the low phenotypic variance, and hence selection differential, in the L lines. The symmetrical selection response is consistent with natural selection for an intermediate optimum level of aggression, since fitness traits under directional natural selection typically exhibit asymmetrical responses to artificial selection, in the direction of reduced fitness [46]. This is consistent with the intuitive notion that both highly aggressive and very passive individuals would be at a selective disadvantage. Time spent in aggressive interactions cannot be at the expense of locating food and mates; further, aggressive behavior is energetically expensive, and must be limited accordingly.

The phenotypic response to selection appears to be specific for aggressive behavior. In particular, the differences in aggressive behavior among the selection lines are not due to general differences in activity or differential sensitivity to starvation stress. The lack of correlation with cold tolerance and longevity also indicates that the selection response is not directly related to differences in general stress response or physiological robustness. Neither do increased or decreased levels of aggression in the context of a limited food resource affect mating behavior, as measured by copulation latency. The latter observation is not necessarily at variance with previous reports that males with increased levels of territorial aggression appear to have a mating advantage [27,36]. The correlated response of copulation latency to selection for aggression is expected to be *i h_CL_ h_AG_ r_A_ σ_PCL_,* where *i* is the selection intensity; *h_CL_* and *h_AG_* are the square roots of the heritabilities of copulation latency and aggression, respectively; *r_A_* is the genetic correlation between the two traits; and *σ_PCL_* is the phenotypic standard deviation of copulation latency [41]. From a previous study of response to selection for copulation latency from the same base population, we have estimates of *h* ^2^ *_CL_* = 0.067 and *σ_PCL_* = 18.7, whereas this study gives estimates of *h* ^2^ *_AG_* = 0.0945 and *i* = 0.951. Thus, after 28 generations of selection for divergent aggressive behavior, we would expect a correlated response in copulation latency of 39.62*r_A_* min. We would only have the power to detect this correlated response if *r_A_* was very high, but not if *r_A_* < 0.3.

### Transcriptional Response to Selection for Aggressive Behavior

We observe a profound transcriptional response to selection for aggressive behavior, with changes in expression of over 1,500 probe sets (~10% of the genome) between the selection lines, using a stringent false discovery rate of 0.001. Similarly, transcript abundance of over 3,700 probe sets evolved as a correlated response to artificial selection from the same base population for increased and decreased copulation latency [40]. This is in contrast to an analysis of transcriptional response to selection for geotaxis behavior [38] in which 5% of the genes assessed exhibited 2-fold or greater differences in expression between the selection lines. The discrepancy is likely attributable to the different methods for identifying differentially regulated transcripts. We find that transcripts exhibiting much less than 2-fold differences are often highly statistically significant.

We selected for divergence in male aggressive behavior, and therefore expected an increased selection response from X-linked genes affecting variation in male aggression. In contrast, at the level of transcript abundance, there were fewer than expected male-specific differences in expression between the selection lines for X-linked genes. Under-representation of genes that are up-regulated in males on the *Drosophila* X chromosome is apparently a general phenomenon [40,47,48]. X chromosome demasculinization is perhaps attributable to selection against genes that are advantageous in males but deleterious to females [47].

The large number of genes exhibiting parallel changes in transcript abundance among replicate selection lines implies that genes affecting complex behaviors are highly pleiotropic: if 10% of the genome affects any one trait, the same genes must affect multiple traits. Thus, genes affecting behavior are also likely to be involved in neurogenesis, metabolism, development, and general cellular processes, and many of the same genes may affect multiple behaviors. In a previous study, we observed a total of 3,727 probe sets that were differentially expressed between lines selected for increased and decreased copulation latency, from the same base population. A total of 878 probe sets with different expression levels between selection lines were common between lines selected for divergent mating behavior and aggression, which is significantly more overlap than expected by chance (χ^2^ = 1,072.108, *p* < 0.0001). For example, *Pigment dispersing factor* and *cryptochrome* were initially defined based on their involvement in circadian rhythm. Expression levels of these genes were up-regulated in lines selected for positive geotaxis, and confirmed to affect geotaxis behavior in functional tests [38]. 

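In the lines selected for aggression, the clock neuropeptide gene Pdf and the blue light receptor gene cry both differed by line, with adjusted p = 6.69e-05 for Pdf and 0.000809 for cry. Pdf had a log2 difference of -0.44 between H and C (standard error 0.0745, adjusted p = 0.00135), -0.27 between L and C (adjusted p = 0.0354) and -0.17 between H and L (adjusted p = 0.181). cry had -0.20 between H and C (adjusted p = 0.0887), -0.25 between L and C (adjusted p = 0.0471) and 0.05 between H and L (adjusted p = 0.767). Neither gene was lower in both selected lines than in both control lines. Pdf and cry passed the rule of 2 steps, as did Catsup, so that all 3 genes of this list, which the study chose on these arrays, differed by line. Of these 3 genes, 0 were consistently different between H and L by limma (0 when adjusted over the list alone). Without C1 male replicate 2, cry was called lower in H than in C (-0.25).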

*Pigment dispersing factor* and *cryptochrome* were also differentially expressed between the lines selected for increased and decreased mating speed, and here between lines selected for different levels of aggressive behavior (Table S3).

The dual observations of specific responses to artificial selection at the level of trait phenotype and large scale pleiotropy at the level of transcript abundance are not incongruent. Correlated responses to selection can only occur if the genetic correlation between the selected and the correlated trait is non-zero. Significant genetic correlations result from linkage and from net directional pleiotropic effects of genes affecting both traits [41]. We speculate therefore that pleiotropic genes affecting multiple complex traits may not be directional. Further, genetic correlations arise from the segregation of polymorphic alleles affecting both traits. The transcriptional response to selection is attributable to genes that have causally responded to selection, and to genes that are co-regulated by these genes. Since the transcriptional response to single mutations with subtle phenotypic effects can involve over 100 co-regulated genes [36], the number of selected loci causing the changes in transcript abundance between the selection lines could well be rather modest. It will be necessary to map the quantitative trait loci (QTLs) causing divergence between the selection lines in order to disentangle causal versus consequential transcriptional responses and correlated responses to selection.

### Candidate Genes for Aggressive Behavior

Regardless of whether or not the observed changes in genes expression are causally associated with genetic divergence in aggression between the selection lines, the genes exhibiting altered expression levels are candidate genes affecting aggressive behavior. We tested for aggression levels of 19 mutations in candidate genes that were generated in a common co-isogenic background, and identified 15 novel genes affecting aggressive behavior. Aggressive behavior is the first annotated biological function for seven of these mutations, which were in computationally predicted genes. *Male-specific RNA 87F* is involved in electron transporter activity and iron ion binding. The energetic costs of aggression are presumably high, and the mutant tested exhibited low aggression, suggesting that disruption of normal energetic processes adversely affects the ability to engage in costly behaviors. *muscleblind* encodes a protein with a zinc-finger domain involved in muscle development. Proper muscle development could directly affect the frequency and/or intensity of aggressive interactions, which can involve tussling or other elaborate postures. The remaining mutations with effects on aggressive behavior *(tramtrack, Darkener of apricot, longitudinals lacking,* and *scribbler)* were in genes affecting nervous system development. The expression of aggression requires integration of environmental and internal signals for effective behavioral output. Both afferent and efferent signaling can be perturbed by changes in neural activity or functioning; although the effects of these mutations on the neural circuitry involved in aggression remains to be elucidated. Further analyses are required to formally prove the involvement of these genes in aggression, including but not limited to generating multiple mutant alleles, assessment of temporal and spatial patterns of gene expression, transgene rescue, and evaluation of aggressive behavior in animals in which the genes are over-expressed or reduced.

The high success rate of these functional tests validates using expression profiling on genetically divergent lines in directed mutagenesis screens to identify genes affecting complex traits. This strategy is complementary to traditional strategies and cannot supplant them, since many key genes will not be detected as differentially expressed. Specifically, we will not detect genes that are differentially expressed at a different developmental period or if the magnitude of the difference in transcript abundance is too small to be detected; genes that affect protein abundance or activity; or genes affecting the trait that are not regulated at the level of transcription. Notably, we did not detect differences in transcript abundance between the selection lines for genes for which mutations are known to affect aggressive behavior. This observation highlights the difference between the complementary approaches of forward genetic screens and assessing natural variants for inferring the genetic architecture of complex behaviors. The former approach is invaluable for determining the full spectrum of genes affecting the manifestation of behavior, whereas the latter focuses on the subset of genes in which variants have survived the sieve of natural selection. Thus, mutations in genes that were previously determined to affect aggressive behavior may be too deleterious to remain segregating in nature.

Many of the genes with mutational effects on aggressive behavior are evolutionarily conserved and have human orthologs (Table 3). For example, *CG12292* is orthologous to *nonimprinted gene in prader-willi syndrome/angelman syndrome chromosome region 1*. Prader-Willi/Angelman syndrome is a developmental disorder in which many affected individuals exhibit dramatic behavioral phenotypes. It is thus possible that the genes and pathways affecting aggression in *Drosophila* will elucidate corresponding mechanisms in other organisms, including humans.

## Materials and Methods

### Drosophila stocks.

Flies were reared on cornmeal/molasses/agar medium under standard culture conditions (25 °C, 12:12 h light/dark cycle). CO_2_ was used as an anesthetic. Behavioral assays were conducted in a behavioral chamber (25 °C, 70% humidity) between 8 a.m. and 11 a.m.

### Quantitative assay for individual aggressive behavior.

Behavioral assays were performed on socially experienced, 3–7-d-old males. Flies were not exposed to anesthesia for at least 24 h prior to the assay. Aggression of single individuals was quantified by placing one experimental male, with wild-type eye color, with three reference white-eyed isogenic *w* ^1118^ Canton S males. The flies were placed in a vial without food for 90 min, after which they were transferred (without anesthesia) to a test arena containing a droplet of food and allowed to acclimate for 2 min. After the acclimation period, the flies were observed for 2 min. The following behaviors were scored as aggressive encounters: kick—leg extension from one fly to another resulting in physical contact; chase; charge—rapid approach leading to head-to-head orientation; wing-raise—extension of wings in response to proximity/approach of another fly; and box—high impact interaction involving front legs of both flies [31]. The score of the experimental fly was the number of encounters in which it exhibited an aggressive behavior, including interactions initiated by the experimental fly and those in which he responded aggressively to a reference fly.

### Artificial selection for aggressive behavior.

The base population was generated from 60 isofemale lines established from flies collected in Raleigh, North Carolina, in 1999. The isofemale lines were crossed in a round robin design (Line 1 female × Line 2 male, Line 2 female × Line 3 male,...Line 60 female × Line 1 male). Single fertilized females from each cross were placed in each of two culture bottles. In the following generation (G0), the aggressive behavior of 50 virgin males of each replicate was scored using the single-fly assay. The 20 most aggressive males from each replicate were placed with 20 unselected virgin females in bottles to initiate the two H lines (H1 and H2); and the 20 least aggressive males from each replicate were placed with 20 unselected virgin females to initiate the two L lines (L1 and L2). The two C lines were initiated with 20 random, unselected males mated with 20 virgin females. In the following (G1) and all subsequent generations, the same procedure was repeated: 50 males from each line (H, L, and C) were scored, and the 20 highest-scoring males from the H lines and the 20 lowest-scoring males from the L lines were selected as parents for the next generation. The first 20 C line males scored were used as parents. C lines were scored every other generation.

Estimates of realized heritability (*h* ^2^) were calculated by regression of the cumulative selection response (Σ*R*) on the cumulative selection differential (Σ*S*) [41]. The coefficients of genetic *(CV_G_)* and environmental *(CV_E_)* variation were calculated as *CV_G_* = 100(√*V_G_*)/ x̄ and *CV_E_* = 100(√*V_E_*)/ x̄. *V_G_* was estimated as *h* ^2^ *V_P_,* where *V_P_* was the average phenotypic variance of the control lines in generations 1–10. *V_E_* was estimated as *V_P_* − *V_G_*. The mean ( x̄) was estimated as the mean aggression score of the control lines from generations 1–10.

### Correlated responses to selection.

To assess the generality of the selection response, we also assessed male aggression levels in groups of eight 3–7-d-old flies of the same genotype. The aggression score for each replicate was the total number of aggressive interactions observed among all eight flies in the 2-min observation period. We also examined correlated responses in female aggression using the eight-fly assay.

We assessed female aggression after 90-min and 120-min starvation periods. These assays were performed on ten replicates per line per sex for each of three generations; males were assessed at generations 19–21; females were assessed at generations 20–22 (90-min food deprivation) and generations 23–35 (120-min food deprivation).

Starvation resistance was assessed as previously described [49]. Single-sex groups of ten 2-d-old flies were placed in vials containing non-nutritive media (1.5% agar and 5-ml water). Survival was scored every 8 h. This assay was conducted for generations 24–26, with five replicate measurements per line per sex per generation.

Locomotor behavior was assessed using two different assays. Locomotor reactivity was assessed as described previously [50]. A single 3–7-d-old fly was placed in a vial with approximately 3-ml standard medium, and subjected to gentle mechanical disturbance by tapping on the bench top. The vial was placed horizontally, and the total amount of time (in seconds) the fly remained mobile for the 45-s period immediately following the disturbance was the locomotor reactivity score of the individual. This assay was performed at generations 23–25, with 20 replicate measurements per line per sex per generation. In the second assay, individual flies were transferred without anesthesia into an empty glass vial, with the height of the vial demarcated in 5-mm intervals from 0 to 27. The fly was tapped to the bottom of the vial, which was then placed vertically. The climbing score was the maximum height reached within the 10-s observation period. Twenty replicates per line per sex were tested at generations 24–46.

Chill-coma recovery was quantified as previously described [51]. Twenty-five 3–7-d-old flies were transferred without anesthesia into an empty vial and placed on ice for 3 h. The flies were then transferred to room temperature, and the recovery time was recorded as the length of time necessary for an individual to right itself and stand on its legs. The assay was performed at generations 26–28.

Ethanol sensitivity was measured using an inebriometer [52]. Briefly, approximately50–60 same-sex flies were aspirated into a glass column with mesh partitions, which was filled with saturated ethanol vapors. The flies lose postural control due to ethanol exposure and fall down the partitions to the bottom of the column where they were collected at 1-min intervals. The elution time was recorded as the measure of ethanol sensitivity. This assay was conducted for generations 24–26.

Longevity of mated males and females was quantified as previously described [53]. Three male and three female 2-d-old flies were placed in a vial containing approximately 3-ml standard culture medium, and scored for survival every other day until all were dead. Animals were transferred to fresh vials every 2 d. This assay was performed at generations 21–23, with ten replicate vials per line per generation.

Copulation latency was scored as previously described [40]. For each selection line, 20 pairs of 3–7-d-old virgin flies were aspirated into vials containing approximately 3-ml standard culture medium. The score recorded for a pair was the number of minutes from introduction to the vial until initiation of copulation. Reciprocal matings (females from the low selection group mated to males from the high selection group, and vice versa) were also performed. Assays were performed at generations 24–26.

### Statistical analysis of correlated responses.

Differences between the selection lines for the correlated traits were assessed using a nested mixed model ANOVA:

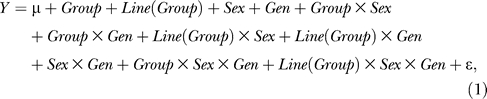
where *Y* is the phenotypic score, *μ* is the overall mean, *Group* is the fixed effect of the selection treatment (H, C, or L), *Line*(*Group*) is the random effect of the replicate within each selection group, *Sex* is the fixed effect of sex, *Gen* is the fixed effect of generation, and *ɛ* is the error variance. The terms of most interest in the model are *Group, Line*(*Group*), *Group×Sex,* and *Line*(*Group*)*×Sex*. A significant *Group* term is indicative of a correlated response in the trait being tested to selection for aggressive behavior. The *Line*(*Group*) term reveals whether replicate lines responded similarly or divergently, giving an idea of the effects of random genetic drift within a replicate line. Interaction terms including the main effect of *Sex* are of interest in part because only males were directly subjected to selection.

### Whole-genome expression profiling.

At generation 25, two replicates of 12 3–7-d-old virgin males and females were collected from each selection line, and deprived of food for 90 min (i.e., the same age and physiological state as the flies prior to selection). Total RNA was extracted from the 24 samples (six lines × two sexes × two replicates) using the Trizol reagent (Gibco BRL, San Diego, California, United States). Biotinylated cRNA probes were hybridized to high-density oligonucleotide microarrays (Drosophila GeneChip 2.0; Affymetrix, Santa Clara, California, United States) and visualized with a streptavidin–phycoerythrin conjugate, as described in the Affymetrix GeneChip Expression Analysis Technical Manual (2000), using internal references for quantification. The quantitative estimate of expression of each probe set is the *Signal (Sig)* metric, as described in the Affymetrix Microarray Suite, version 5.0.

### Microarray data analysis.

The 18,800 probe sets on the Affymetrix Drosophila GeneChip 2.0 are represented by 14 perfect-match (PM) and 14 mismatch (MM) pairs. The *Sig* metric is computed using the weighted log(PM–MM) intensity for each probe set, and was scaled to a median intensity of 500. A detection call of Present, Absent, or Marginal is also reported for each probe set. We excluded probe sets with more than half of the samples called “Absent” from the analysis, leaving 11,666 probe sets. This filter retained sex-specific transcripts, but eliminated probe sets with very low and/or variable expression levels [40]. On the remaining probe sets, we conducted two-way fixed effect ANOVAs of the Signal metric, using the following model:

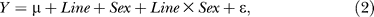
where *Sex* and *Line* are the fixed effects of sex and selection line, and *ɛ* is the variance between replicate arrays. We corrected the *p-*values computed in these ANOVAs for multiple tests using a stringent false discovery rate criterion [42] of *Q* < 0.001. We used contrast statements [40] to assess whether expression levels of probe sets with *Line* and/or *Line*×*Sex* terms at or below the *Q* = 0.001 threshold were significantly different between selection groups (H, C, and L) at the *p* < 0.05 level, both within each sex and pooled across sexes. GO categories were annotated using Affymetrix (http://www.affymetrix.com) and FlyBase (http://flybase.bio.indiana.edu) compilations.

### Functional tests of mutations in candidate genes.

We tested whether mutations in 19 of the candidate genes with altered transcript abundance between the selection lines affected aggressive behavior. The mutations were homozygous *P{GT1}* elements inserted within the candidate genes, and all were generated in a common co-isogenic background (Canton S, B background [44]). Male aggressive behavior was assessed for all mutant lines using the eight-fly assay, with ten replicates per line, and for 50 replicates of the co-isogenic control line (Canton S, B background). We used *t*-tests to determine whether the aggressive behavior of the mutant lines differed significantly from the control.

## Supporting Information

Figure S1 Correlated Phenotypic Responses to Selection (32 KB DOC)

Figure S2 Genomic Distribution of Probe Sets (40 KB DOC)

Table S1 Raw Microarray Data (4.8 MB ZIP)

Table S2 Probe Sets Differing Significantly by Selection Line Term (847 KB XLS)

Table S3 Probe Sets with Significant Differences in Contrast Statements (414 KB XLS)

Table S4 Sexually Antagonistic Probe Sets (19 KB XLS)

Table S5 Biological Process GO Categories (521 KB XLS)

Table S6 Molecular Function GO Categories (290 KB XLS)

### Accession Numbers

Raw microarray data have been deposited in Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE5405.

## Abbreviations

ANOVA: analysis of variance
C: control
GO: gene ontology
H: high aggression
L: low aggression
MAOA: monoamine oxidase A
SE: standard error
5-HT: 5-hydroxytryptophan

How the deposited data were processed for this re-analysis (not part of the article)

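Transcript abundance was measured in 24 samples, 2 for each combination of 6 lines and 2 sexes, each of 12 whole virgin flies. The lines were selected for high aggression (H1, H2), for low aggression (L1, L2) or not selected (C1, C2). The authors computed a Signal, the intensity value deposited for each probe set on each array, from its matched and mismatched oligonucleotides with Affymetrix Microarray Suite (MAS5) and scaled each array. The values are on a linear scale, and their mean with 2% trimmed from each end is close to the paper's scaling target on every array, while their median is lower. Detection calls were not used here. Signals of 24 arrays limit the precision of each value, and probe sets near the floor carry little information.

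Values were analysed as log2(Signal + 16) in R 4.3.3 with limma 3.58.1, with 1 mean for each of 12 combinations of line and sex and moderated variances. The 11666 probe sets with the highest 12th-highest Signal were tested, in place of the paper's filter on Absent calls, which needs the detection calls. Tests of sex, of line and of line by sex were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.001. The selection groups were compared by contrasts of the mean of 2 lines with the mean of 2 lines, over both sexes and within each sex. The rule of 2 steps asks for an adjusted p under 0.001 for line or line by sex and then an unadjusted p under 0.05 for the contrast. A gene was called consistently different at an adjusted p under 0.05 with all 4 differences between lines of the 2 groups of the same sign. Adjusted p-values of genes come from these limma fits, and a further test took the line as the replicate, with limma on the 6 line means. On simulated data with no differences among lines, 65% of probe sets shifted by 0.5 on the log2 scale were recovered over arrays and 38% over lines. With lines that differ at random as much as the real lines do, 0% were recovered over lines, even for a shift of 1, and 696 unshifted probe sets were called over arrays.

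Of the probe sets, 13647 name 1 gene, 402 name several and 4720 name none. Only probe sets that name 1 gene were used for genes, and the probe set with the highest mean stands for its gene. Gene names and chromosome arms come from the RefSeq annotation of the Release 6 plus ISO1 MT assembly. The share of divergent probe sets on each arm was compared with that of all tested probe sets by chi-square and, for X, by Fisher's exact test, two-sided. The text names every gene the paper names that has a kept probe set of its own (values in the paper's tables had been seen), the 10 largest differences in each direction between H and L and the 5 largest in each direction in the other contrasts, among genes consistently different with both lines of a group on the same side within each sex, and up to 4 members of each gene list. The 27 gene lists were tested by counts of consistently different genes, with adjustment over all genes and over the list alone, and the 21 of them that were not chosen by the paper and hold at least 5 tested genes by camera with a preset correlation of 0.01. The preset correlation treats the members of a list as nearly independent. On the 6 line means, too, its p-values do not measure the spread between lines. No sample was left out. Alternatives were other filters, pseudocounts of 1 and 64, quantile normalization within each sex, scaling to one median, the model of the methods on the Signal itself, an ordinary model on the log2 scale, line as a random block, a block for replicate number, a block for line number on the line means, an exchange of the doubtful male labels, other thresholds, other backgrounds and correlations for the gene lists, other ways of summarizing genes, and leaving out each array and each line. Line as a random block used the same correlation within lines for every probe set, so it does not replace the test with the line as the replicate. The gene categories, supplementary tables and behavioral data of the study were not analysed here.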

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

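The tests of single-line divergence, of groupings by line number, of the 4 explanations for C1 female replicate 1 and of muscle RNA share were chosen after the results were seen, and the muscle test was changed from the error between arrays (p = 2.14e-31 by chi-square over 25 genes) to the error between lines after its first result, with the same outcome. All but 3 of the alternatives (named in the next part), the gene lists and the counts over other line groupings were set before the data were examined. The test on gene length was added once the muscle result was known, and was written down before it was run.

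Of 60 groups of 4 arrays compared on whole-array measures, 7 had an array far from the other 3 by Dixon's ratio of gap to range, and of 204 groups compared on named genes, 5 did. The threshold used is meant to flag about 1 in 20 groups of normal values by chance, a rate not tested here. L1 female replicate 1 had a median Signal of 118.9 (the other L female arrays 79.7 to 82.7), a first percentile of 6.4 (1.2 to 1.5) and a median of 17.8 over probe sets with low Signal (4.4 to 5.3). C1 male replicate 2 had a first percentile of 3 (1.2 to 1.4) and a median of 8.2 over the same low probe sets (4.1 to 4.7). C1 female replicate 1 had a median Signal of 225.1 over accessory gland and ejaculatory bulb genes (7.5 to 9.8 in the other C females) and of 166.25 over testis and sperm genes (6.25 to 13.2). Single arrays stood apart for CG12934 in H2 male replicate 2 (40.8, others 72.9 to 80.5), CG15080 in C1 female replicate 1 (74.1, others 106.7 to 113.8), GILT2 in H2 male replicate 1 (3619.6, others 4265.9 to 4338), Npc2c in L2 female replicate 1 (128.4, others 28 to 29.5) and Ugt35C1 in L1 female replicate 2 (538.5, others 847.2 to 908.7).

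Among contrasts of genes named by the rule, males and females differed in 4 by a test of the difference itself. The log2 difference between H and C was -0.30 in males and 0.32 in females for CG4199 (adjusted p = 0.0223). Between H and L it was 0.45 and -0.54 for CG8093 (adjusted p = 0.0391), 0.0603 and -0.53 for fon (adjusted p = 0.0411) and 0.42 and -0.81 for Tsf1 (adjusted p = 0.0391). Among the probe sets left out by the filter, 166 were consistently different between H and L when all were tested, by adjusted p and by sign over the lines.

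The counts of consistently different genes were compared with those from all 45 ways of setting 2 lines against 2. Chance cannot be excluded for any contrast: H and L gave 743 genes, a count reached by 20 of the 45 groupings, H and C gave 869, reached by 14, and L and C gave 540, reached by 34, with 1263 the highest of the other groupings, for C2 and L1 against H1 and H2. These groupings are not free of a group difference. The highest keeps both H lines together, as do C1 and L1 against H1 and H2 (1026 genes). A response shared by the H lines could raise such counts, so they cannot tell it from chance. C1 and L1 against H2 and L2, which splits the H and the L lines, gave 1166. With the line as the replicate, 18 of the 45 groupings had as large a share of probe sets at an unadjusted p under 0.05 as the 5.12% of H and L, and the highest was 8.54%, for C1 and L1 against C2 and L2. The paper started the H and the L lines from replicates of the base population, read here as the line numbers, and lines of number 1 against lines of number 2 gave 639 to 1166 genes over 9 groupings, while of the 18 groupings with a line of each number on both sides, too few for a share under 0.05, 6 reached the count of H and L, 4 that of H and C and 12 that of L and C, with 1263 again the highest. In 20 draws simulated for H and L alone, of lines that differ at random with no group effect, 502 to 593 genes were called, fewer than the 743 of H and L. The simulation assumes the spread between lines and draws each probe set on its own. Genes that vary together are thus not reproduced, and the simulated range can be too narrow to judge the 743. Real groupings ran from 261 to 1263 genes. Divergence of single lines that the lines of a group do not share therefore stays open. A response to selection, a difference that the design names, stays open as untested beyond these counts.

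In C1 female replicate 1, transcripts of testis and of accessory gland stood at the same share of their level in C1 males, with a ratio of 1.02 between the lists, so that male flies or male tissue in the sample is a candidate explanation. Raised background was argued against by the median Signal of 4.6 near the floor (other females 3.6 to 16.9), and an exchange of a male and a female label by yolk and chorion genes at the level of the other females (log2 difference 0.000668). A property of line C1 was argued against by an accessory gland share of 0.168% in C1 female replicate 2. Its testis share was 0.614%, against 3.58% in replicate 1. Among females of the other lines, only L1 female replicate 1, with raised low Signals, had a higher testis share (0.659%). No other biological explanation was tested.

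Of 25 muscle sarcomere genes 8 were called lower in the H than in the L lines and 0 higher (11 and 0 when adjusted over the list alone), with a median log2 difference of -0.18 and, from camera, adjusted p = 1.98e-05 with a preset and 0.922 with an estimated correlation. A lower level of long genes was argued against, since 97.9% of the median difference was left after the trend on gene span was removed. A smaller share of muscle RNA was tested on the assumption that it lowers all members alike. The members differed from each other, from -0.75 to 0.17 (heterogeneity p = 7.01e-05 by chi-square over genes, which are not independent, with the error between lines). These values argue against an equal lowering of all members. They cannot exclude a smaller share of muscle RNA, which need not lower the Signal of every member equally. Unequal changes of muscle transcripts in the H lines remain a hypothesis, found and tested on the same data. A response to selection stays open as untested, as does a change wider than muscle. Between H and L, 4 of 22 neuronal, 0 of 19 ribosomal protein and 2 of 14 learning and memory genes lay above 0. Other lists went the other way, with 45 of 63 P450 and 20 of 30 odorant-binding protein genes above 0. The medians of the list by line, against the mean of all lines, were -0.19 in H1, -0.15 in H2, 0.04 in C1, 0.13 in C2, 0.05 in L1 and 0.06 in L2, and H1 female replicate 2 had a median Signal of 4594 over the list (other females 7117 to 9772), without which 6 genes were called lower.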

How the results depend on the processing

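Leaving out C1 female replicate 1 and L1 female replicate 1 together, a first step at an unadjusted p under 0.001, and the line number as a block in the test with the line as the replicate, were chosen after the data were seen. Of 101 calls on named genes, 94 to 100 were kept under the alternatives that keep all arrays and lines, except that 30 were kept with line as a random block and that 83 of the 83 genes tested were kept with a 12th-highest Signal of at least 200. Leaving out an array kept 91 to 100 calls and leaving out a line 78 to 94. The cause was not tested for any value below, except that fewer arrays or lines, or another threshold, change a count by construction. The alternatives compare processing of the Signals only, and values near the background cannot be recovered by any of them.

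With line as a random block, consistently different genes numbered 59 for H and L, 44 for H and C and 25 for L and C, the rule of 2 steps gave 336, 304 and 277 probe sets, and 1 had opposite directions in the sexes. With H1 and H2 male replicate 1 exchanged, 409 probe sets differed by line and 1 by line and sex together, and the rule gave 319, 302 and 308, 403 in any contrast and 7 with opposite directions. A contrast threshold of an adjusted p under 0.05 gave 1177, 1281 and 948, and 2559 in any contrast. A line threshold of 0.01 gave 1793 probe sets by line, 7 by line and sex together, 1162, 1131 and 1055 in the contrasts, 1676 in any and 39 with opposite directions. The first step at an unadjusted p gave 1606 by line, 146 by line and sex together, 1088, 1064 and 1000 in the contrasts, 1579 in any and 61 with opposite directions. With no filter 9 had opposite directions. The interaction numbered 1 with a pseudocount of 1, 10 with a pseudocount of 64 and 33 with the model of the methods on Signal, which called 1438 genes for H and C and 840 for L and C, and gave CG17154 a log2 difference of 0.40 for H and C and 0.52 for L and C, reversed from the main values. In camera, 3 gene lists shifted between H and L, 4 between H and C and 2 between L and C with a preset correlation over arrays, 0 in each with an estimated correlation, and 4, 5 and 1 with a preset correlation on the 6 line means. With the line as the replicate and the line number as a block, limma called 0 probe sets in each contrast, with 665, 689 and 618 at an unadjusted p under 0.05 and lowest adjusted p = 0.216, 0.407 and 0.686 for H and L, H and C and L and C.

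The odds ratio for X passed an unadjusted p of 0.05 by Fisher's exact test with no filter (0.76, p = 0.0399), a pseudocount of 64 (0.766, p = 0.011), quantile normalization within each sex (0.719, p = 0.00603), arrays scaled to one median (0.748, p = 0.0171), the model of the methods on Signal (0.774, p = 0.0314), a line threshold of 0.01 (0.745, p = 0.00031), the first step at an unadjusted p (0.771, p = 0.00187) and both doubtful female arrays left out (0.698, p = 0.0112).

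The replicate numbers do not pair the samples by any stated means: over 66 pairs of line by sex groups, the correlations of their replicate differences ran from -0.24 to 0.21, with a median of 0.05 and 19 over 0.1. With a block for replicate number the odds ratio for X was 0.783 (exact p = 0.0341), and 852 probe sets differed by line.

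Over arrays and lines left out in turn, the lowest and highest values were 0.638 and 0.849 for the odds ratio for X, 2 and 5 for shifted gene lists, 586 and 1283 genes for H and L, 623 and 1335 for H and C, 422 and 1098 for L and C, 431 and 772 probe sets by line and 0 and 62 by line and sex together. The rule of 2 steps ran from 326 to 569 for H and L, from 295 to 573 for H and C, from 295 to 553 for L and C, from 417 to 752 in any contrast and from 5 to 40 with opposite directions. With the line as the replicate by limma, 0 to 16 probe sets passed for H and L, 0 to 1 for H and C and 0 to 11 for L and C. Named differences not called in the main analysis but called with the opposite sign without a line ran from -0.35 to 0.43 for arg, -0.60 to 0.51 for CG8093, -0.30 to 0.39 for cry and -1.92 to 2.53 for Prx6c between H and L, from -0.23 to 0.25 for CG4199 and -0.59 to 0.56 for CG8093 between H and C, and from -1.10 to 0.54 for CG5966, -0.32 to 0.48 for kis, -0.64 to 0.44 for Mst87F and -0.32 to 0.51 for pst between L and C, each end reached without a line.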

Differences from the paper's values

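The first step at an unadjusted p under 0.001, leaving out C1 female replicate 1 and L1 female replicate 1 together, and the line number as a block, were alternatives chosen after the values were seen; the others were set before the data were examined. Counts use the paper's thresholds with the filter on Signal in place of its filter on Absent calls. The paper gives 1593 probe sets that differ by line, and 783 were found here. Of 41 alternatives only a line threshold of 0.01 (1793) came within 1.5 times the paper's number. For the interaction the paper gives 69 and 3 were found here, with 62 without C1 female replicate 2 and 0 to 62 over 41 alternatives. Without that array the C1 females are represented only by replicate 1, which carries male transcripts. For probe sets divergent between any selection groups the paper gives 1539 and 8.2% of the array, against 752 and 4.01% here, with only the line threshold of 0.01 (1676) within 1.5 times. For both sexes the paper gives 1480 against 607 here, with only that threshold (1110) within 1.5 times.

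For H and C the paper gives 1116 against 559 here, for L and C 1062 against 539 and for H and L 1083 against 574. A contrast threshold of an adjusted p under 0.05 and the line threshold of 0.01 came within 1.5 times in all 3, as did a pseudocount of 64 for H and L, and the remaining alternatives did not. The first step at an unadjusted p, chosen after the values were seen, gave 1606 by line, 1579 in any contrast, 1064 for H and C, 1000 for L and C and 1088 for H and L, and it drops 6 of the 18 tested genes of Table 2, 4 of the 14 of Table 3, 4 of the 11 named for opposite effects in the sexes and 0 of Catsup, Pdf and cry.

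For the 5 chromosome arms the paper gives a chi-square of 19.66 and 6.00 was found here, within 1.5 times with no filter, without C1 female replicate 2 and with line L2 left out, of 44 alternatives from 4.00 to 16.6. For X the paper gives 13.31 against 3.21 here, within 1.5 times without C1 female replicate 2 and with the line threshold of 0.01. For both chi-squares, leaving out C1 female replicate 2 leaves the C1 females represented only by replicate 1, which carries male transcripts. Whether that array brings the values near the paper's was not tested. For X in males the paper gives 16.52 for H and L, 14.53 for H and C and 13.49 for L and C, against 0.947, 2.63 and 2.04 here, and 0 of 44 alternatives came within 1.5 times, with highest values of 4.20, 9.49 and 6.53. The paper states that arrays were scaled to a median of 500. The median Signal of an array was 121.8 here, 106.6 to 124.8 over 42 alternatives, none of which came within 1.5 times, while the trimmed mean lies near that number.

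Of the folds in Table 2, read by eye, nemy is about 1.4 in the paper's Table 2 (L over H) and 0.905 here, with only the alternatives without L1 female replicate 1, without L1 female replicate 2 and with line L1 left out, and the pair of female arrays left out, which was chosen after the values were seen and drops 0 of the paper's items, not differing by the same measure. shn is about 2.2 in the paper's Table 2 and 1.35 here, with 1.23 to 1.48 over 42 alternatives, of which only leaving out line L2 did not differ. The direction of CG31106 is higher in L in the paper (about 1.2 in Table 2) and lower in L here (fold 0.915, SD 0.259), within 1.5 times in 41 of 42 alternatives, over which the fold ran from 0.711 to 1.12, turning to higher in L with line L1 left out, so that the direction is not settled. The paper lists Table 2 genes as divergent, and by the rule of 2 steps 5 of 18 tested genes passed: Pdp1, pst, y, neur and htl. A line threshold of 0.01 adds drl, CG31106, CanB, CG7182, mthl4, cpo and toy, and another probe set of mnb passed the rule. For Table 3, 6 of 14 passed, the line threshold adds mbl, cpo, Doa and sbb, and another probe set of mbl passed the rule. Of the genes the paper names for opposite effects in the sexes, Tsf1 and CG8093 passed, and that threshold adds CG4199 for H and C. The paper states that a sarcoplasmic calcium-binding protein gene moves in opposite directions in the sexes between H and L, whereas Scp1 had log2 differences of -0.07 in males and -0.10 in females and Scp2 0.13 and 0.20.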

Other observations

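All tests in this part were set before the data were examined except for the genes outside the naming rule, which were chosen after their values were seen. Neuronal and synaptic genes were lower in the H than in the L lines in 4 of 22 cases and higher in 0 (5 and 0 when adjusted over the list alone): elav (-0.45), which encodes a pan-neuronal RNA-binding protein, the calcium channel gene cac (-0.37) and the potassium channel genes Sh (-0.39) and slo (-0.39). The list's adjusted p was 0.0171 from camera with a preset correlation, and its adjusted p = 0.922 with an estimated correlation. Odorant-binding proteins were higher in 4 of 30 cases (5 when adjusted over the list alone), among them Obp18a (0.58) and Obp56a (0.64). From camera, their adjusted p was 0.0904 with a preset correlation, 0.977 with an estimated one and 0.0259 with a preset one on the 6 line means. In the clock list, vri (-0.30), Pdp1 and cwo (-0.61) were lower and jet (0.38) higher (3 and 1 when adjusted over the list alone). Among 19 phototransduction genes, trpl (0.29) was higher and chp (-0.32) lower (1 and 1 when adjusted over the list alone). Of 9 sex determination genes tra2 (0.20) was higher (1 when adjusted over the list alone), and of 19 germline genes stau (-0.93) was lower (1 when adjusted over the list alone). Of all 9753 genes tested, 743 were called between H and L, a share against which these counts were not tested. By limma 0 of 11 cuticular hydrocarbon genes, 0 of 20 yolk and chorion genes, 0 of 29 accessory gland genes, 0 of 30 testis genes and 0 of 19 ribosomal protein genes were called between H and L (0 in each when adjusted over the list alone). The male transcripts in C1 female replicate 1 enter the accessory gland and testis values of the controls, and L1 female replicate 1, with its raised low Signals, enters those of L.

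With line as a random block, cwo and stau stayed called, and elav, cac, Sh, slo, Obp18a, Obp56a, vri, Pdp1, jet, trpl, chp and tra2 did not. The call of Sh H versus L ended under 9 of 13 alternatives other than a single array or line left out. Besides the random block these included no filter, a pseudocount of 1, quantile normalization within each sex and an ordinary model on the log2 scale. Leaving out single arrays changed several of these counts between H and L. Neuronal genes lower in H numbered 2 without H1 female replicate 2, H1 male replicate 2, H2 male replicate 2 or L2 male replicate 2. The call of Sh H versus L ended without any of 18 arrays (all but H1 female replicate 1, H2 female replicate 2, L2 female replicate 1, C1 male replicate 1, C1 male replicate 2 and L1 male replicate 2), with values from -0.41 to -0.30, and that of slo H versus L without H1 female replicate 2 (-0.34), L2 female replicate 2 (-0.31), H1 male replicate 2 (-0.36), H2 male replicate 2 (-0.34) or L2 male replicate 2 (-0.35). Odorant-binding proteins higher in H numbered 2 without H1 female replicate 2, H2 female replicate 2, L1 female replicate 1, L2 female replicate 1, L1 male replicate 1, L2 male replicate 1 or any of the C and H male arrays other than H2 male replicate 1. The call of jet H versus L ended without H1 female replicate 2, H2 female replicate 1, L2 female replicate 1, H1 male replicate 2, H2 male replicate 2, L1 male replicate 2, L2 male replicate 1 or L2 male replicate 2 (0.30 to 0.39). That of trpl H versus L ended without H1 female replicate 1, H1 female replicate 2, H2 female replicate 2, L1 female replicate 2, L2 female replicate 2, H1 male replicate 2, H2 male replicate 1, L1 male replicate 2 or L2 male replicate 2 (0.24 to 0.29), and 2 phototransduction genes were lower without L1 female replicate 2. That of tra2 H versus L ended without any of the H and L arrays other than H2 female replicate 2, L1 female replicate 2, L2 female replicate 1, H2 male replicate 2 and L2 male replicate 1 (0.17 to 0.21). In lists with 0 calls, 1 gene was called among hydrocarbon genes without H2 female replicate 2, H2 male replicate 2 or L1 male replicate 1, among accessory gland genes without L1 female replicate 2, among testis genes without C1 female replicate 1, C1 female replicate 2, H2 female replicate 1 or L1 female replicate 2, and among yolk and chorion genes without L1 female replicate 2, L2 female replicate 2, H2 male replicate 2, L1 male replicate 2 or L2 male replicate 1, and 1 germline gene was higher in H without H2 male replicate 1.

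Against the controls, P450 genes were higher in H in 13 cases and lower in 4 (14 and 5 when adjusted over the list alone), among them Cyp9b1 (1.15) and Cyp4d1 (0.78), and muscle genes were lower in 12 and higher in 0 (16 and 0 when adjusted over the list alone), among them Mlc2 (-0.64). In camera with a preset correlation, P450 (adjusted p = 0.0176), neuronal (0.00449), muscle (1.59e-08) and ribosomal protein genes (0.02) shifted between H and C, with adjusted p = 0.563, 0.563, 0.563 and 0.78 with an estimated correlation. Between L and C, P450 genes were higher in 3 cases and lower in 9 (5 and 12 when adjusted over the list alone), and oxidative stress genes were lower in 4 (5 when adjusted over the list alone), among them MtnB (-1.22) and Cat (-0.26). The oxidative stress list had an adjusted p of 0.0329 and the digestive list of 0.0459 from camera with a preset correlation, and adjusted p = 0.0932 and 0.973 with an estimated correlation. On the 6 line means, camera with a preset correlation gave adjusted p = 0.0361 for the P450, 0.000487 for the neuronal, 1.64e-08 for the muscle, 0.0122 for the ribosomal protein and 0.000487 for the accessory gland list between H and C, and 0.000466 for the accessory gland list between L and C. These values on line means treat list members as nearly independent and do not measure the spread between lines. Over arrays, camera gave the accessory gland list adjusted p = 0.108 and 0.173 with a preset and 0.78 and 0.973 with an estimated correlation, and the male transcripts in C1 female replicate 1 enter its control values.

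Genes consistently different between H and L lay beside each other more often than genes placed at random. Of 9661 genes with an arm, 736 were called, and 54 pairs of neighbours were called in the same direction, against a median of 28 (95% of placements 19 to 39, highest 49) over 10000 random placements (permutation p = 1e-04, the smallest they can give). Without pairs that share a symbol stem other than CG or CR the number was 43, against a median of 28. Related neighbours that both carry CG or CR names were therefore not removed. Chromosome segments that differ between the lines may underlie part of the calls, a hypothesis on the same data; no sequence of the lines was analysed here.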
